# Stat3 oxidation-dependent regulation of gene expression impacts on developmental processes and involves cooperation with Hif-1α

**DOI:** 10.1371/journal.pone.0244255

**Published:** 2020-12-17

**Authors:** Michela Grillo, Carolyn Palmer, Nadine Holmes, Fei Sang, Andrew C. Larner, Rahul Bhosale, Peter E. Shaw

## Abstract

Reactive oxygen species are *bona fide* intracellular second messengers that influence cell metabolism and aging by mechanisms that are incompletely resolved. Mitochondria generate superoxide that is dis-mutated to hydrogen peroxide, which in turn oxidises cysteine-based enzymes such as phosphatases, peroxiredoxins and redox-sensitive transcription factors to modulate their activity. Signal Transducer and Activator of Transcription 3 (Stat3) has been shown to participate in an oxidative relay with peroxiredoxin II but the impact of Stat3 oxidation on target gene expression and its biological consequences remain to be established. Thus, we created murine embryonic fibroblasts (MEFs) that express either WT-Stat3 or a redox-insensitive mutant of Stat3 (Stat3-C3S). The Stat3-C3S cells differed from WT-Stat3 cells in morphology, proliferation and resistance to oxidative stress; in response to cytokine stimulation, they displayed elevated Stat3 tyrosine phosphorylation and *Socs3* expression, implying that Stat3-C3S is insensitive to oxidative inhibition. Comparative analysis of global gene expression in WT-Stat3 and Stat3-C3S cells revealed differential expression (DE) of genes both under basal conditions and during oxidative stress. Using differential gene regulation pattern analysis, we identified 199 genes clustered into 10 distinct patterns that were selectively responsive to Stat3 oxidation. GO term analysis identified down-regulated genes to be enriched for tissue/organ development and morphogenesis and up-regulated genes to be enriched for cell-cell adhesion, immune responses and transport related processes. Although most DE gene promoters contain consensus Stat3 inducible elements (SIEs), our chromatin immunoprecipitation (ChIP) and ChIP-seq analyses did not detect Stat3 binding at these sites in control or oxidant-stimulated cells, suggesting that oxidised Stat3 regulates these genes indirectly. Our further computational analysis revealed enrichment of hypoxia response elements (HREs) within DE gene promoters, implying a role for Hif-1. Experimental validation revealed that efficient stabilisation of Hif-1α in response to oxidative stress or hypoxia required an oxidation-competent Stat3 and that depletion of Hif-1α suppressed the inducible expression of *Kcnb1*, a representative DE gene. Our data suggest that Stat3 and Hif-1α cooperate to regulate genes involved in immune functions and developmental processes in response to oxidative stress.

## Introduction

Mitochondria are essential metabolic organelles in eukaryotic cells and homeostatic mechanisms have evolved to safeguard their function, thereby contributing to the fitness of metazoan organisms [1]. Impaired mitochondrial activity is associated with both increased intracellular ROS and disparate expression of mitochondrial proteins from mitochondrial and nuclear DNA, which are linked to ischaemia-reperfusion injury and premature aging [2, 3]. Hydrogen peroxide generated from mitochondria and dedicated NADPH oxidase (Nox) enzymes via superoxide dismutation can attenuate the activity of cysteine-based enzymes including phosphatases and ROS scavengers, as well as modulating the activity of several transcription factors [4, 5]. It therefore appears that metabolic activity, ROS production and the expression of nuclear genes are mechanistically coupled.

Stat3 is a transcription factor required for stem cell pluripotency and early embryonic development [6, 7]. Its activity in cells is regulated by several cytokines (IL-6, LIF, IL-10) and when tyrosine phosphorylated, Stat3 serves as a transcription factor to stimulate the expression of multiple target genes. However, Stat3 is also reported to activate transcription in a tyrosine phosphorylation-independent manner [8]. In addition to its developmental roles, Stat3 is crucial for cardiac homeostasis, as conditional deletion of Stat3 in the heart perturbed vascularisation and reduced cardiac function in older animals with marked enhancement of fibrosis and markers for programmed cell death (PCD) [9, 10]. Furthermore, ischaemic preconditioning in the heart was shown to require functional Stat3 [11]. The underlying mechanism for these changes is unresolved.

As well as being a nuclear transcription factor, Stat3 operates within mitochondria. It was shown to interact with Grim19 (Ndufa13), a subunit of complex I in the electron transport chain (ETC), and may require this interaction to enter mitochondria [12–14]. In primary cells lacking Stat3, maximal (state 3) oxidation rates and activities of complexes I and II were significantly reduced and re-expression of Stat3 rescued this defect [15]. Stat3 also associates with cyclophilin D, a component of the mitochondrial permeability transition pore (MPTP) complex and could potentially influence mitochondrial respiration by regulating pore opening [16]. The association of Stat3 with cyclophilin D, a component of the MPTP, has been linked to decreased mitochondrial ROS production [17].

Stat3 is also redox-sensitive and we previously identified cysteine residues in its DNA-binding domain (DBD) that are reversibly oxidised in cells treated with peroxide [18]. Substitution of cysteines in the Stat3 DBD created a redox-insensitive mutant Stat3 (Stat3-C3S) and cells that over-expressed Stat3-C3S proliferated more rapidly than cells over-expressing WT-Stat3, although the effect was reversed when ROS levels were elevated [18]. Cysteine oxidation correlated with decreased gene expression from promoters containing a consensus Stat3 binding element (SIE), whereas expression from promoters with a non-consensus SIE was increased [19]. These data implicated Stat3 in responses to oxidative stress and pre-empted the discovery of an oxidative relay between Stat3 and the oxidant scavenger peroxiredoxin II (Prx2) [20]. Moreover, in cardio-specific, heterozygous Grim19 knockout mice, attenuated ischaemia-reperfusion injury was associated with elevated peroxide release from mitochondria, increased expression of Prx2 and formation of Stat3 redox dimers [21].

Here, we describe murine embryonic fibroblasts (MEFs) engineered to express exclusively either WT-Stat3 or Stat3-C3S and their use to determine global gene expression changes associated with Stat3 oxidation. Our findings reveal that Stat3 regulates a set of genes associated with immune function, cell migration, organ development and programmed cell death (PCD) in response to oxidative stress and in cooperation with the Hypoxia-Inducible Factor Hif-1α.

## Materials and methods

### Generation of Stat3^fl/fl^ MEFs

Mice were housed at Virginia Commonwealth University according to guidelines of the Institutional Animal Care and Use Committee who approved this study. Stat3^fl/fl^ embryos were obtained at day 14 of pregnancy. Embryonic tissue was homogenised in PBS and treated with trypsin/DNase I. Cells were collected by centrifugation, re-suspended in DMEM supplemented with 10% FBS and plated at a density of ~2x10^5^/10cm dish.

### Cell culture and immunoblotting

MEFs were cultured in DMEM (Sigma D5671) with 10% FCS, 100 units ml^-1^ penicillin, 100 ug ml^-1^ Streptomycin and 4 mmol L^-1^_L-_glutamine. For immunoblotting from reducing SDS-PAGE gels, standard procedures were used throughout.

### Phalloidin staining

MEFs were seeded onto glass cover slips in 6-well plates at 1.5 x 10^4^ MEFs per well in 2 ml full medium and cultured at 37°C over night. Cells were stained with 165 nM Alexa Fluor 488 phalloidin and imaged at 20x magnification.

### DNA binding assays

Electrophoretic mobility shift assays (EMSAs) for Stat proteins have been described earlier [22].

### Cell proliferation and migration assays

For MTT assays MEFs were seeded in 96-well plates at 250 cells per well in 100 μl full medium and cultured under normal growth conditions for the duration of the assay. Proliferation was measured daily. Alternatively, MEFs were seeded in 6-well plates at 1 x 10^4^ cells per well in 2 ml full medium and grown for up to 120 h under normal conditions and counted daily. For wound healing assays, MEFs were seeded in 10 cm plates and grown under normal growth conditions to confluence. Monolayers were scratched with a 2 μl pipette tip, medium was replaced with fresh full medium and MEFs were photographed at the beginning of the assay (*t* = 0) and after 7 h at 10x magnification using a Leica DMIRE microscope. Images are from a single representative experiment of three biological repeats.

### Cell death assays

MEFs were seeded in 6-well plates at 1 X 10^5^ per well in 2 ml medium and grown for 16 h under normal growth conditions. Cells untreated and treated with various concentrations of peroxide for 6h were trypsinised, collected by centrifugation and re-suspended in 1 ml full medium. Re-suspended cells (100 μl) were added to 100 μl Muse annexin V and dead cell assay reagent and incubated for 20 min at room temperature. Levels of PCD were determined by assessing the percentage of annexin V and propidium iodide positive cells using the Muse Cell Analyzer, collecting 2000 cells per run.

### Gene expression analysis

RNA-sequencing and quantitative RT-PCR are described in the S1 File.

### Chromatin immunoprecipitation (ChIP)

Experiments were performed essentially as described in [18] and analysed by qPCR as described in [23]. ChIP-seq is described in the S1 File.

### Statistical analysis

Tools used to analyse RNA-seq: for qRT-PCR, *post hoc* analyses were conducted using the Sidak (untreated v treated) or Tukey (comparisons between cell types) multiple comparisons test for repeated-measures ANOVA. * P<0.05, ** P< 0.01, *** P< 0.001, **** P< 0.0001.

## Results

### Generation of Stat3 murine cell line model

Immortalised MEFs from Stat3^fl/fl^ embryos were transduced successively with MSCV vectors for Cre-Thy1.1, and for GFP alone, GFP with WT-Stat3, or GFP with Stat3-C3S. Cells were sorted for Thy1.1 expression to yield Stat3^-/-^ cells and then for GFP expression to derive three polyclonal lines, -/-empty, -/-WT and -/-C3S (Fig 1A). Immunoblotting confirmed the presence or absence of Stat3 expression as expected (Fig 1B). The identities of -/-WT and -/-C3S cells were confirmed by sequencing (not shown) and by measuring the effect of peroxide treatment on Stat3 binding to a consensus SIE (Fig 1C) [18].

**Fig 1:**
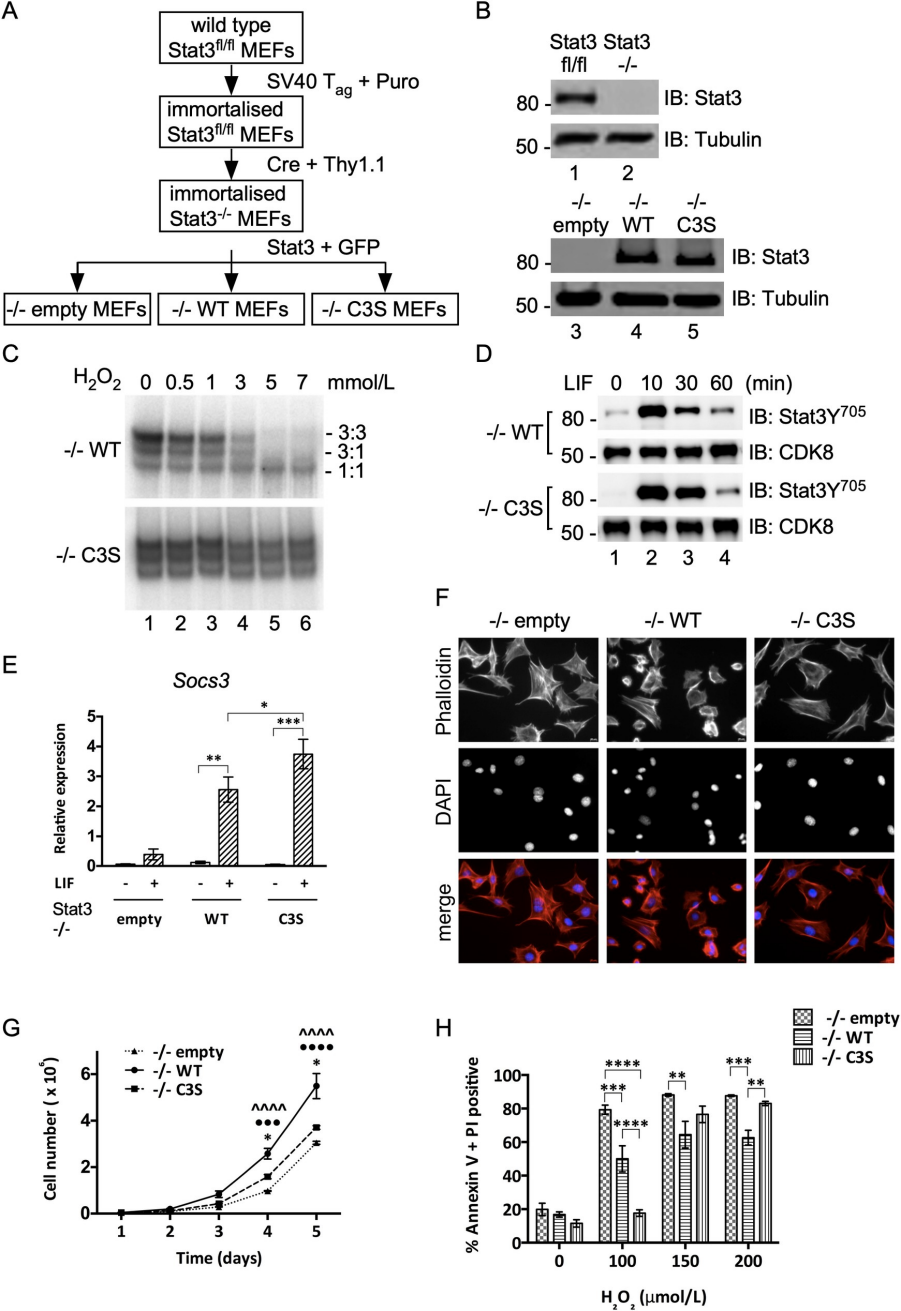
Generation and characterization of Stat3 cell lines. **A)** Flow diagram for the production of Stat3 null (-/-empty), WT-Stat3 (-/-WT) and redox-insensitive Stat3-C3S (-/-C3S) expressing MEFs. **B)** Upper: Immunoblot confirming Stat3 deletion Lower: Immunoblot confirming re-expression of Stat3-WT and Stat3-C3S. **C)** Nuclear extracts from -/-WT and -/-C3S MEFs were incubated with increasing concentrations of peroxide and binding to a radio-labelled m67/SIE was analysed by EMSA. DNA-bound Stat 3:3, 3:1 and 1:1 homo- and heterodimers are indicated. **D)** Induction of Stat3 Y705 phosphorylation in both -/-WT and -/-C3S MEFs upon LIF treatment. Serum starved MEFs were treated with 10ng ml^-1^ LIF and harvested at times indicated. Stat3 Y705 phosphorylation was detected by SDS-PAGE and immunoblotting with an anti-phospho-Y705 antibody. **E)** Induction of *Socs3* expression in -/-WT and -/-C3S MEFs upon LIF treatment. qRT-PCR analysis was performed on *Socs3* and *Hbs1l* mRNA enriched from total RNA from MEFs untreated (-) or treated with 10 ng ml^-1^ LIF for 30 mins (+) using Taqman assays. *Socs3* expression was normalised to *Hbs1l* expression. Data are expressed as mean ± SEM, n = 3. **F)** Phalloidin staining to show the arrangement of actin fibres in -/-empty, -/-WT and -/-C3S MEFs. Cells were stained with 165 nM Alexa Fluor 488 phalloidin and imaged at 20 x magnification. **G)** MEFs were seeded in 6-well plates and grown for up to 120 h under basal conditions. Cells were counted every 24h. **H)** MEFs were seeded and grown for 16 h under normal conditions. Cells were treated with peroxide at the concentrations indicated and levels of PCD were determined using Muse Annexin V and dead cell assay kit after 6 h, collecting 2000 cells per run. Data are expressed as mean ± SEM, n = 3.

LIF stimulated transient phosphorylation of Stat3 on tyrosine 705 (Y705) (Fig 1D) and induced expression of *Socs3*, a well-defined cytokine-inducible Stat3 target gene in -/-WT cells (Fig 1E). In -/-C3S cells, LIF stimulated more robust Y705 phosphorylation and significantly higher levels of *Socs3* expression than in -/-WT cells, confirming that Stat3-C3S is fully competent to mediate cytokine-responsive gene expression. However, -/-empty and -/-C3S cells both showed a flat morphology with long, peripheral actin fibres, unlike -/-WT cells, which appeared smaller and more compact (Fig 1F), suggesting that loss of Stat3 oxidation may impact on cell phenotype.

Cells lacking Stat3 (-/-empty) or expressing Stat3-C3S (-/-C3S) proliferated more slowly than -/-WT cells, a difference substantiated in cell counting and MTT assays (Fig 1G and S1A Fig). Wound-healing assays showed that -/-empty and -/-C3S cells also migrated less quickly than -/-WT MEFs (S1B Fig). These results contrast with earlier findings obtained with cells transiently over-expressing Stat3-C3S [18] that retained an oxidation-competent Stat3 and therefore may not have accurately reflected a phenotype attributable wholly to Stat3-C3S.

To determine resistance to oxidative stress, PCD indices were measured after treatment of the three cell lines with peroxide. Approximately 50% of -/-WT cells became apoptotic 6h after exposure to 100 μM peroxide. In comparison, -/-empty cells were significantly more sensitive, with ~80% of cells apoptotic after 6h, whereas -/-C3S cells appeared refractory to 100 μM peroxide (Fig 1H and S1C Fig). At super-physiological levels of oxidant stress (150 μM and 200 μM peroxide) all three cell types exhibited high levels of apoptosis, although WT-Stat3 provided a significant level of protection (Fig 1H). Thus -/-empty cells are hypersensitive to oxidative stress, whereas -/-C3S cells appear to be de-sensitised.

### Impact of Stat3 oxidation on gene expression

Oxidation of cysteines in Stat3 inhibited binding to consensus SIEs and decreased Stat3-mediated gene expression [18, 20]. Thus, we first investigated the effect of oxidative stress on cytokine-dependent *Socs3* expression in all three cell lines. Unexpectedly, peroxide treatment did not decrease LIF-induced *Socs3* expression in -/-WT cells, although it decreased LIF-induced *Socs3* expression in -/-empty and -/-C3S cells (Fig 2A), implying that ROS-sensitive components other than Stat3 participate in regulating *Socs3* expression. This observation also suggested that Stat3 oxidation could have a positive impact on the expression of some genes and contribute to distinct gene expression profiles in -/-WT and -/-C3S cells.

**Fig 2:**
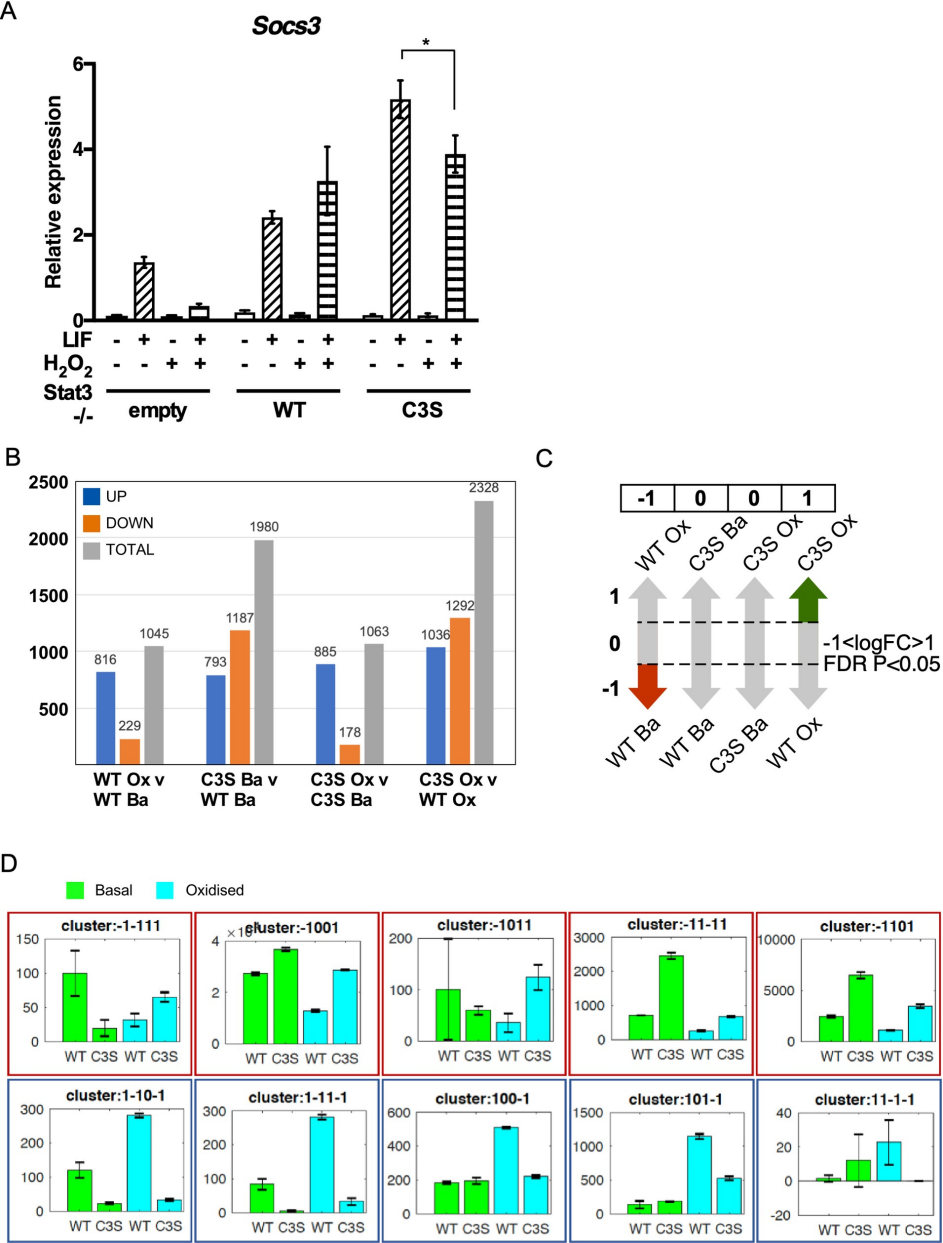
Differential -/-WT and -/-C3S expression profiling reveals genes acutely responsive to Stat3 oxidation. **A)** RNA isolated from MEFs untreated (-), treated with 10 ng ml^-1^ LIF for 30 mins and/or 100 μM H_2_O_2_ for 1 h (+) was enriched for mRNA and analysed for *Socs3* and *Hbs1l* expression by qRT-PCR. *Socs3* expression was normalised to *Hbs1l*. Data are expressed as mean ± SEM, n = 3. **B)** Bar graph showing number of differentially regulated genes per comparison. **C)** Rationale for discretisation of DE genes from four-way comparison into clusters characterised by distinct multivariate expression patterns. Significant DE in each comparison (e.g. -/-WT basal v oxidation) scores 1 (increase), -1 (decrease) or 0 (no significant change). Diagram indicates DE pattern characteristic for cluster -1,0,0,1. **D**) Bar graphs showing a random example for each of 10 unique patterns identified from 3617 differentially expressed genes. Y-axes show normalised counts. Blue and red outlines indicate Stat3 oxidation-responsive gene expression significantly up- or down-regulated, respectively, in control v oxidation -/-WT cells and dis-regulation in -/-C3S cells.

To understand how Stat3 oxidation affects gene expression globally during oxidative stress, we performed RNA-sequencing of -/-WT and -/-C3S cells under control and peroxide treatments. Two biological replicates were collected for each cell line per treatment. In total, >260 million high quality reads were generated using the Illumina Hiseq 2500 sequencing platform and mapped to the mm10 reference genome using software Tophat2 v2.0.10. An average 60% of reads were uniquely mapped to exons of annotated murine genes (S1 Table) and only the uniquely mapped reads were used for further analysis. Raw reads were normalised and differential expression was performed using MATLAB’s RNAseq data analysis pipeline (https://uk.mathworks.com/help/bioinfo/ug/identifying-differentially-expressed-genes-from-rna-seq-data.html). To reduce the influence of transcription noise, we defined a gene as expressed if its maximum read counts (averaged over two replicates) across all profiles was ≥10. In total, 3617 genes were identified to be differentially expressed (*P* < 0.05, Benjamini-Hochberg FDR correction and -1<logFC>1) between comparisons of -/-WT vs -/-C3S cells and basal vs oxidation treatments (S2 Table). Similar numbers of genes were differentially expressed between oxidation v basal in both -/-WT and -/-C3S cells. However, more genes were differentially expressed between -/-WT vs -/-C3S cells under basal conditions and even more after oxidative stress (Fig 2B).

To identify patterns among DE genes, we discretised gene regulation information of each gene from four pairwise comparisons into -1 (down-regulated), 1 (up-regulated) or 0 (un-regulated). For instance, in gene cluster -1,0,0,1, the first position attributes to comparison of oxidation v basal in -/-WT cells, the second position to comparison of -/-C3S v -/-WT cells under basal conditions, the third position to oxidation v basal in -/-C3S cells and the fourth position attributes to comparison of -/-C3S v -/-WT cells post oxidation (Fig 2C). This approach identified 45 distinct gene clusters (S2A Fig), from which we selected 10 clusters that showed Stat3 oxidation-responsive gene expression i.e. significant up- or down-regulation in oxidation v basal in -/-WT cells and dis-regulation in -/-C3S cells in other comparisons, as exemplified in Fig 2D. These 10 clusters contain a total of 199 genes with 86 genes down-regulated and 113 up-regulated in response to peroxide treatment of -/-WT cells (S3 Table).

The finding that a majority of DE genes was up-regulated in -/-WT cells after acute peroxide stimulation was unanticipated so we performed qRT-PCR experiments on several representative genes, including *Aplnr* (angiotensin II-like Apelin receptor), *Asprv1* (aspartic protease TAPS), *Il17f* (Interleukin 17) and *Kcnb1* (rectifying potassium channel Kv2.1) [24–27]. In -/-WT cells stimulated with peroxide, expression of these four genes was induced 10-45-fold, whereas induction in -/-C3S and -/-empty cells was substantially lower in all cases (S2B–S2E Fig), confirming that oxidation of Stat3 contributes to their acute up-regulation during oxidative stress. We also determined the expression of several genes assigned as non-DE, such as succinate dehydrogenase subunit B (*Sdhb*) and NADH dehydrogenase Fe-S protein 6 (*Ndufs6*), or excluded from our clusters of interest, e.g. tumour suppressor p53 (*Trp53*), confirming their unresponsiveness to oxidative stress (S2F–S2H Fig). Even so, basal expression of these genes appeared lower in cells lacking an oxidation competent Stat3.

### Biological roles of genes responsive to Stat3 oxidation

GO enrichment analyses of the 199 up- and down-regulated genes in -/-WT cells (and dis-regulated in -/-C3S cells) showed that in general, up-regulated genes are enriched in regulation of cell-cell adhesion, immune responses and transport related processes, while down-regulated genes are primarily enriched in processes related to tissue and organ development and morphogenesis (S4 and S5 Tables). Moreover, GO enrichment analysis of individual gene clusters showed further granular enrichment (S6 Table). For example, cluster 1,0,0,-1 (genes up-regulated in -/-WT cells upon peroxide treatment v control but down-regulated in -/-C3S v -/-WT cells under peroxide treatment) is strongly associated with genes linked to membrane transport related processes. In comparison, cluster -1,0,0,1 (genes down-regulated in -/-WT cells upon peroxide treatment v control but up-regulated in -/-C3S v -/-WT cells under peroxide treatment) is enriched for cell migration and adhesion (Fig 3A).

**Fig 3:**
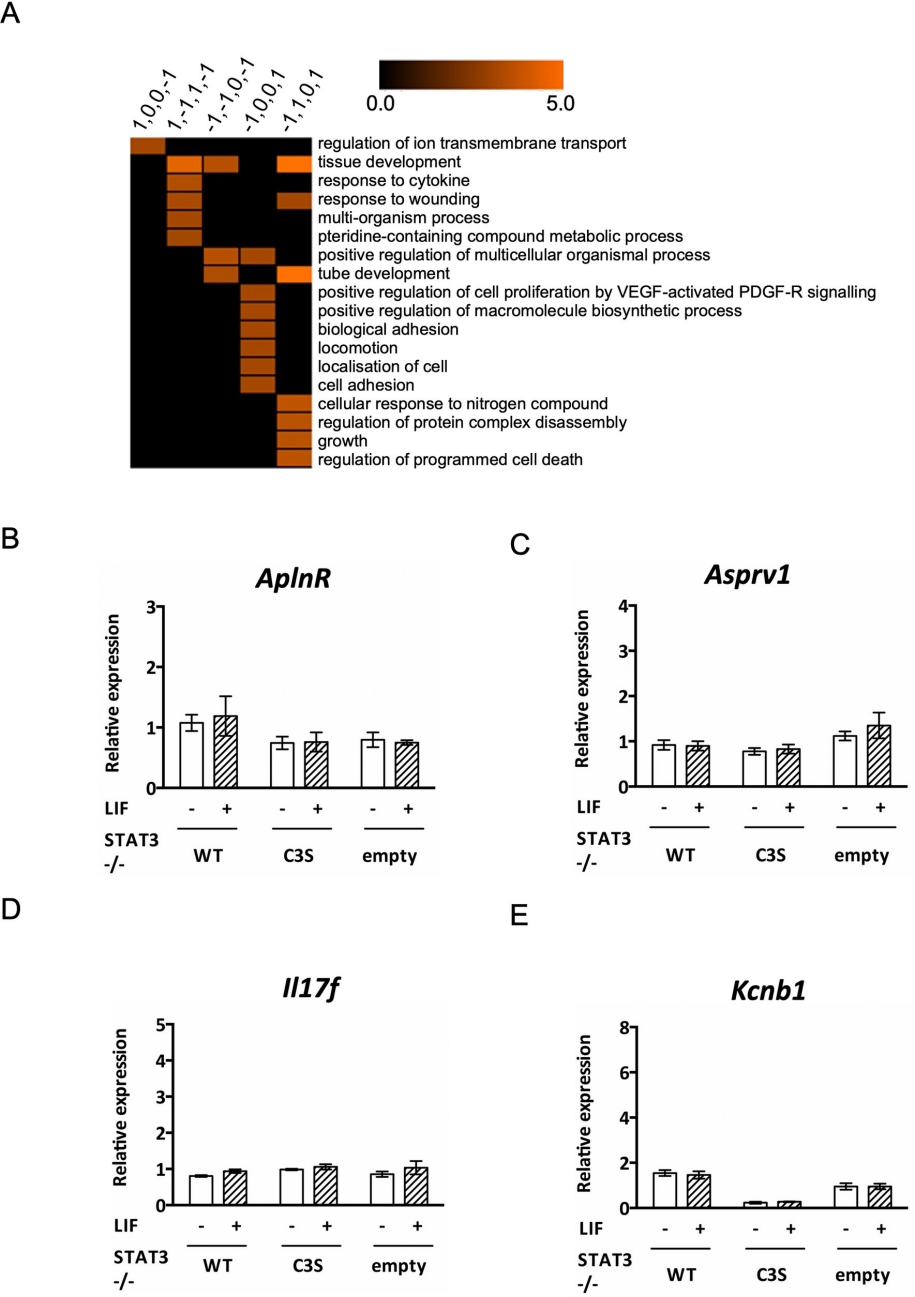
GO enrichment of clusters that showed Stat3 oxidation-responsive gene expression. **A)** Pruned version of total GO enrichment for 5 (out of 10) expression clusters displayed in Fig 2D (the remaining five clusters do not show enrichment for any GO term). GO enrichments obtained with BiNGO [28] were pre-filtered using REVIGO (http://revigo.irb.hr) [29] to remove semantically redundant GO terms. For each cluster, terms were first pruned on REVIGO frequency (>0.1% and <1%), and only the top 5 remaining terms with the lowest REVIGO dispensability were visualized. Full GO enrichment results can be found in S6 Table. Only cells with corrected *P* ≤ 0.05 of GO enrichment are coloured and colour bar indicates–log_2_(p-value). **B-E)** qRT-PCR analysis was performed on genes indicated using mRNA enriched from total RNA from MEFs untreated (-) or stimulated (+) with 10 ng ml^-1^ LIF for 30 min. Expression of all genes was normalised to expression of *HBS1L*. *Post hoc* analyses were conducted using the Sidak (untreated v treated) or Tukey (comparisons between cell types) multiple comparisons test for repeated-measures ANOVA. ** P< 0.01, **** P< 0.0001. Data are expressed as mean ± SEM, n = 3.

We note that 22/199 genes are annotated to cell migration (14 to cell migration and 11 to positive regulation of cell migration; 3 overlapping between two GO categories). The majority of these genes are down-regulated in response to oxidative stress in -/-WT cells, whereas in -/-C3S cells their expression remains relatively unchanged or with expression comparable to that in unstimulated -/-WT cells, which suggests that oxidation of Stat3 correlates with their repression (S3A and S3B Fig). Conversely, expression of those genes that are up-regulated in -/-WT cells in response to oxidation, such as *Icam1*, *Cd274*, *Foxj1*, is abrogated in -/-C3S cells.

A similar number of DE genes (25/199) is annotated to regulation of PCD and apoptotic process (S3C Fig). Regardless of being up- or down-regulated in -/-WT cells, their expression in -/-C3S cells is insensitive to oxidative stress, which is consistent with the lower rate of apoptosis seen in -/-C3S cells compared to -/-WT cells (Fig 1H). The majority of the down-regulated genes also appear to be involved in developmental processes (Fig 3A).

Oxidation-dependent gene down-regulation could be due to loss of Stat3 DNA binding, as proposed earlier [18, 20], so we scanned promoter regions (3kb) of DE genes for Stat3 binding sites corresponding to the SIE consensus (TTCCNGGAA) and found that 81/86 down-regulated genes have Stat3 binding sites (up to 2 mismatches) in their promoters (S7 Table). Of these 81 genes, 55 had lower basal expression in -/-WT cells compared to -/-C3S cells, which express a redox-insensitive Stat3. Moreover, 46/55 genes were not significantly down-regulated in -/-C3S cells under oxidative stress, implying that a Stat3-dependent oxidant-responsive mechanism limits their expression. However, motif searching within the promoter regions of up-regulated DE genes revealed that 95/113 genes, including *Aplnr*, *Asprv1*, *Il17f* and *Kcnb1*, also have Stat3 consensus motifs (up to 2 mismatches) in their promoters (S7 Table). Nonetheless, these genes were not stimulated by LIF in any of the cells (Fig 3B–3E), excluding them as novel cytokine-inducible Stat3 genes. The presence of consensus SIEs in many DE gene promoters suggested that Stat3 could regulate their expression directly in response to oxidative stress.

### Stat3 binding is absent from oxidative stress response gene loci

To explore the relevance of consensus SIEs in the promoters of DE genes, we used chromatin immunoprecipitation (ChIP) assays to determine Stat3 DNA occupation in -/-WT cells under different conditions. First, we confirmed Stat3 binding to the *Socs3* and *Fos* promoters in cells treated with LIF to validate the assay conditions (S4A and S4B Fig). Peroxide treatment did not stimulate Stat3 binding to either promoter but appeared to decrease binding in response to LIF, albeit not significantly, in line with earlier reports [18, 20]. These results confirmed that both agonists influence Stat3 DNA binding.

Next, we sought to detect Stat3 binding upstream of *Kcnb1*, a validated DE gene (cluster 1,0,0,-1) induced in response to peroxide stimulation only in -/-WT cells (S2E Fig) but unresponsive to LIF (Fig 3E). Murine *Kcnb1* is expressed as multiple transcripts from two promoters, designated P1 and P2 [30]. The P2 promoter has a consensus SIE at -217; it also harbours multiple copies of the motif AGGxxxAGG, with which Stat3 mutants linked to Hyper IgE Syndrome (HIES) have been proposed to make non-canonical contacts [31]. We used 6 primer sets to scan this+

~2.8kb region (Fig 4A) but found no evidence of Stat3 binding in -/-WT MEFs following LIF or peroxide treatment (Fig 4B). Consistent with this result, P1 and P2 promoter fragments of ~1kb were unresponsive to peroxide stimulation in luciferase reporter assays performed in -/-WT and -/-C3S cells (S4C Fig). Thus, regulatory elements crucial for an oxidative response appear to lie outside this *Kcnb1* promoter region.

**Fig 4:**
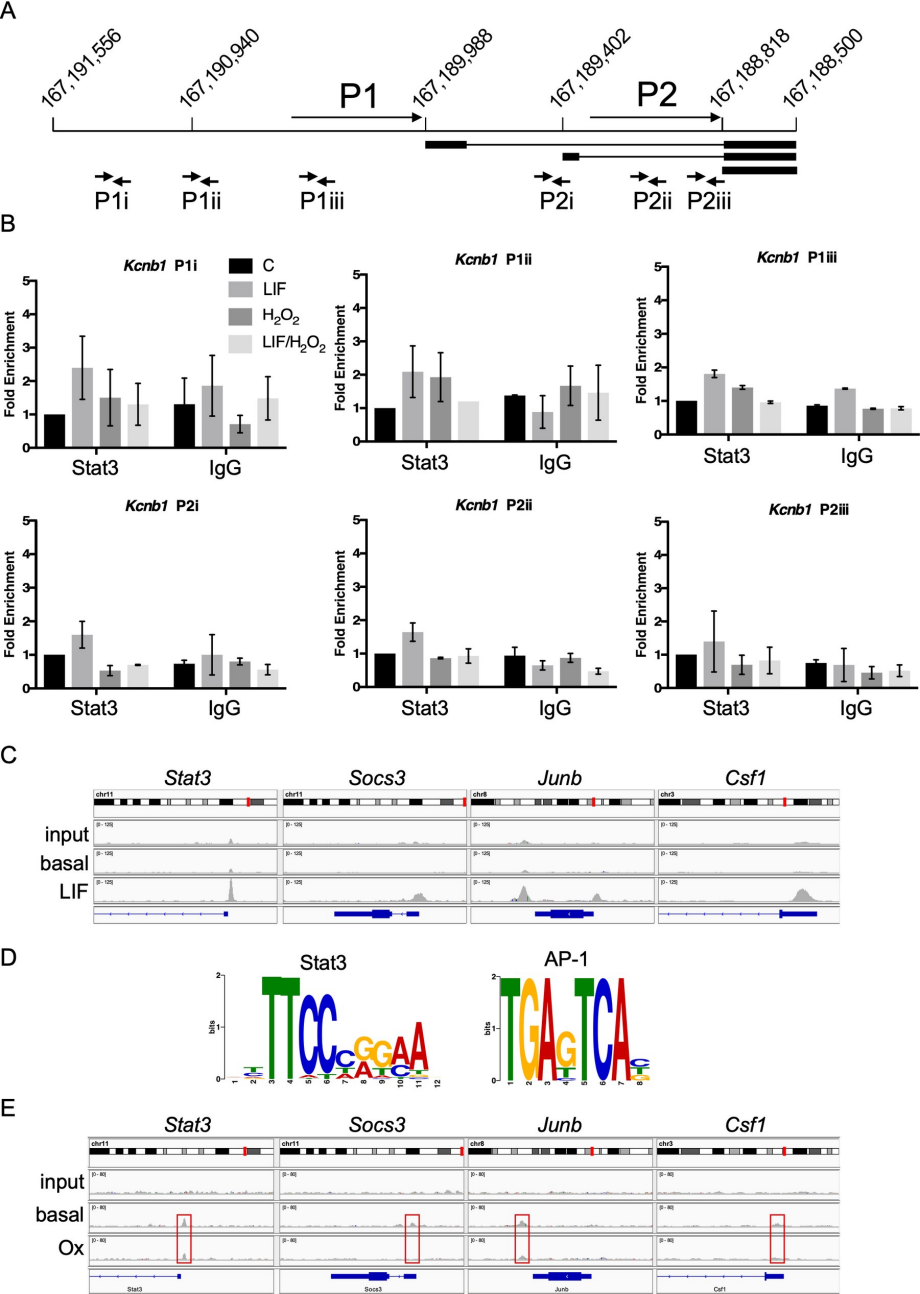
Oxidant-response genes are not associated with Stat3 chromatin binding. **A)** Diagram of murine *Kcnb1* gene promoter region on chromosome 2 with coordinates above horizontal line. Transcripts from P1 and P2 promoters are indicated with exons as bars and introns as lines. Short arrows below transcripts show location of primers pairs used in ChIP assays for Stat3 binding. **B)** ChIP analysis of Stat3 binding across *Kcnb1* promoter region with primer pairs shown in (A) in unstimulated -/-WT MEFs or treated with LIF (10 ng ml^-1^), peroxide (100 μM) or both. Error bars show SEM, n = 3 throughout. **C)** ChIP-seq analysis of LIF-inducible Stat3 binding to promoters of canonical target genes *Stat3*, *Socs3*, *Junb* and *Csf1* in -/-WT MEFs. Images from IGV show chromosomal locations in red (upper), read peaks in grey (middle) and gene organisation in blue (lower track). **D)** Transcription factor binding motifs enriched within -/+ 80 bp of Stat3 read peaks from LIF-stimulated -/-WT MEFs determined by MEME motif discovery software. **E)** ChIP-seq analysis of Stat3 binding to promoters of canonical target genes *Stat3*, *Socs3*, *Junb* and *Csf1* in -/-WT MEFs under basal conditions or after peroxide stimulation (100 μM). Image layout as in (C).

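Stat3 binding to chromatin was measured by ChIP-seq in mouse embryonic fibroblasts (MEFs) that lack endogenous Stat3 and express either wild-type Stat3 (-/-WT) or Stat3-C3S, in which cysteines of the DNA binding domain are substituted (-/-C3S). In this assay, DNA cross-linked to Stat3 is precipitated with an antibody and sequenced, and positions with more reads than a control are called as read peaks. There were 2 ChIP replicates for each of 5 conditions: unstimulated (basal) -/-WT MEFs, -/-WT MEFs treated with LIF, a cytokine that activates Stat3 (10 ng/ml for 45 min), -/-WT MEFs treated with hydrogen peroxide for 1 h, and -/-C3S MEFs under basal conditions or treated with peroxide for 1 h. The paper gives the peroxide dose as 100 µM, whereas the sample labels give 100 mM. The authors mapped the reads to mm10 (GRCm38), called peaks on both replicates of a condition together, and deposited 1 list of peak summits per condition with a score for each summit. The paper's text names neither the peak caller nor the unit of the score, so that scores were used here only to rank peaks within a list. As the replicates were pooled before peak calling, no value below has a replicate error, and a comparison of lists compares those lists and not the conditions. The peaks are numbered, and the numbering has gaps: the highest peak number is 503 in the -/-WT basal list, 1124 for LIF, 815 for -/-WT peroxide, 366 for -/-C3S basal and 452 for -/-C3S peroxide. The deposited summits are therefore at most 45.7%, 96.8%, 55.2%, 39.6% and 49.3% of the numbered peaks, respectively. The lists hold no read depth. The paper states more unique reads per library for the LIF-stimulated samples than for the other samples. The input DNA and IgG control libraries were not analysed here. From the deposited summits on, each summit was assigned to a promoter (5 kb upstream to 0.5 kb downstream of any annotated transcriptional start site), otherwise to an exon, an intron or intergenic sequence, using the GENCODE M21 annotation of GRCm38. Motifs were searched on both strands within 80 bp of each summit and in 10 control windows of the same width per peak, centred 10 to 100 kb from the summit and at least 1 kb from any summit. A peak was counted as found in another list where a summit of that list lay within 200 bp. Intervals are exact (Clopper-Pearson) 95% binomial intervals and cover counting error only.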

We then performed ChIP-seq analyses to determine global patterns of Stat3 chromatin binding in -/-WT and -/-C3S cells under different conditions. DNA was immunoprecipitated with anti-Stat3 or control IgG antibodies, as before (S4A and S4B Fig), from cells stimulated with LIF or peroxide or from untreated controls. For each condition, libraries were prepared and sequenced from two independent ChIP replicates. Approx. 8x10^6^ unique reads were obtained per library (2.2x10^7^ for LIF-stimulated samples) and mapped to the mm10 genome assembly.

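The list of unstimulated -/-WT MEFs held 230 summits, with scores between 1.96 and 92.7 and a median of 10.1. Nearly all of them lay in sequence that the GRCm38 reference marks as repeats (repeat-masked): 98.3% of the bases within 80 bp of these summits were repeat-masked, against 43.1% in their control windows (permutation test, p = 0.0001, the smallest that 10000 permutations can give). The highest-scoring peak had its summit at 9987379 on chromosome 10, in an intron of the predicted gene Gm28905. The next in rank were intergenic, at 123626740 on chromosome 7 (score 64.7, nearest to Zkscan2) and at 41592497 on chromosome 5 (score 49.0, nearest to Rab28). All bases within 80 bp of these 3 summits were repeat-masked.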

In unstimulated -/-WT cells, we detected 230 Stat3 binding peaks with a read depth more than 2-fold above IgG controls. The selected read peaks were distributed within intergenic regions and introns. 

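By the annotation, 161 of the 230 basal -/-WT summits were intergenic (70.0%, 95% interval 63.6 to 75.8%), 51 lay in introns (22.2%, 17.0 to 28.1%) and 1 in an exon. Of 20000 random positions in the genome, 47.7% were intergenic and 34.7% intronic. The intergenic share rose to 82.2% when only protein-coding genes were counted, the alternative that moved it most. The median distance from a basal summit to the nearest annotated start site was 27.7 kb, and 30.9% of the summits lay more than 50 kb from one.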

By comparison, in LIF-stimulated -/-WT cells we observed 1088 Stat3 binding peaks that were >2-fold above IgG controls. 

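The LIF list held 1088 summits, or 1083 when summits within 500 bp of a higher-scoring one were merged into it. Their scores ranged from 1.45 to 144 with a median of 9.44. Unlike the basal peaks, they were in sequence with few repeats, with 9.72% of the bases within 80 bp of the summits repeat-masked against 29.0% in their control windows (permutation test, p = 0.0001, the smallest that 10000 permutations can give).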

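Of the 1088 LIF summits, 421 (38.7%, 95% interval 35.8 to 41.7%) lay in a promoter, compared with 14.6% of random positions. With promoters defined as 1 kb either side of a start site, the alternative that moved it most, the share was 28.9%. By 2-sided Fisher's exact tests with Benjamini-Hochberg adjustment, the promoter share was smaller in each of the other 4 lists, whose peaks lay mostly in repeat-masked sequence, at 7.39% for -/-WT basal (adjusted p = 1.54e-23), 5.78% for -/-WT peroxide (adjusted p = 5.32e-45), 8.97% for -/-C3S basal (adjusted p = 2.28e-14) and 6.73% for -/-C3S peroxide (adjusted p = 5.1e-24). Stat3 (ENSMUSG00000004040) occupies 100885098 to 100939540 of chromosome 11 on the minus strand. The LIF summit at 100939791, 0.251 kb upstream of a Stat3 start site, was the highest-scoring peak of the list. The sequence at this summit is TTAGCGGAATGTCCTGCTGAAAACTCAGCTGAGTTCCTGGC, and the closest SIE-like site is TTCCTGGCA at 100939804 to 100939812, with 1 mismatch to the consensus. At Socs3 (chromosome 11, 117966079 to 117970047, minus strand), the summit at 117969389 lay in an exon 0.062 kb from a start site, with a score of 34.8 and rank 47. The site closest to it was also TTCCTGGCA, at 117969443 to 117969451. Junb (chromosome 8, 84974484 to 84978718, minus strand) had 2 promoter peaks in the LIF list. The stronger, at 84976553 (score 88.5), lay 0.011 kb from a start site beside the consensus SIE TTCCCGGAA at 84976574 to 84976582, and the weaker, at 84978853 (score 34.4), had no SIE with up to 1 mismatch. At Csf1 (chromosome 3, 107741048 to 107760469, minus strand), the summit at 107760291 lay in an annotated UTR with a score of 62.2, again with no SIE of up to 1 mismatch within 80 bp. No LIF peak lay in a promoter of Fos, the nearest being 231 kb away. By ChIP with qPCR after a longer LIF treatment, the paper reports Stat3 binding to the Fos promoter. A missing called peak does not show that Stat3 was absent there.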

A significant proportion of these read peaks (20%) mapped to gene promoters (-5kb to +0.5kb from annotated transcriptional start sites) (S4D Fig), including those of known Stat3 targets such as *Stat3*, *Socs3*, *Junb* and *Csf1* (Fig 4C). 

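The consensus SIE, the palindrome TTCCNGGAA bound by Stat3 dimers, was found within 80 bp of 166 of the 1088 LIF summits (15.3%, 95% interval 13.2 to 17.5%) and in 0.404% of the 10880 control windows, an odds ratio of 44.3 (adjusted p = 1.82e-133, 2-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 20 pairs of motif and list). With up to 2 mismatches allowed in 1 arm of the palindrome, the search rule of the S1 File and the alternative that moved the share most, 950 LIF peaks (87.3%) had a site, but so did 33.7% of the control windows. With up to 1 mismatch, 725 peaks (66.6%) and 8.80% of the control windows had one. The centre of the nearest consensus SIE lay a median of 20 bp from the summit (interquartile range 10 to 32 bp), and within 20 bp in 50.6% of the peaks that had one. The AP-1 consensus TGANTCA was found at 252 LIF peaks (23.2%, 20.7 to 25.8%) and in 4.89% of the control windows, an odds ratio of 5.86 (adjusted p = 7.05e-80, same exact test). By the same exact test, AP-1 sites were not more frequent than in control windows at the largely repeat-masked peaks of the other lists, with 3.48% against 4.96% for -/-WT basal (adjusted p = 0.656), 3.11% against 4.82% for -/-WT peroxide (adjusted p = 0.315), 2.76% against 4.34% for -/-C3S basal (adjusted p = 0.656) and 5.38% against 4.08% for -/-C3S peroxide (adjusted p = 0.656).

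**Figure D1:**
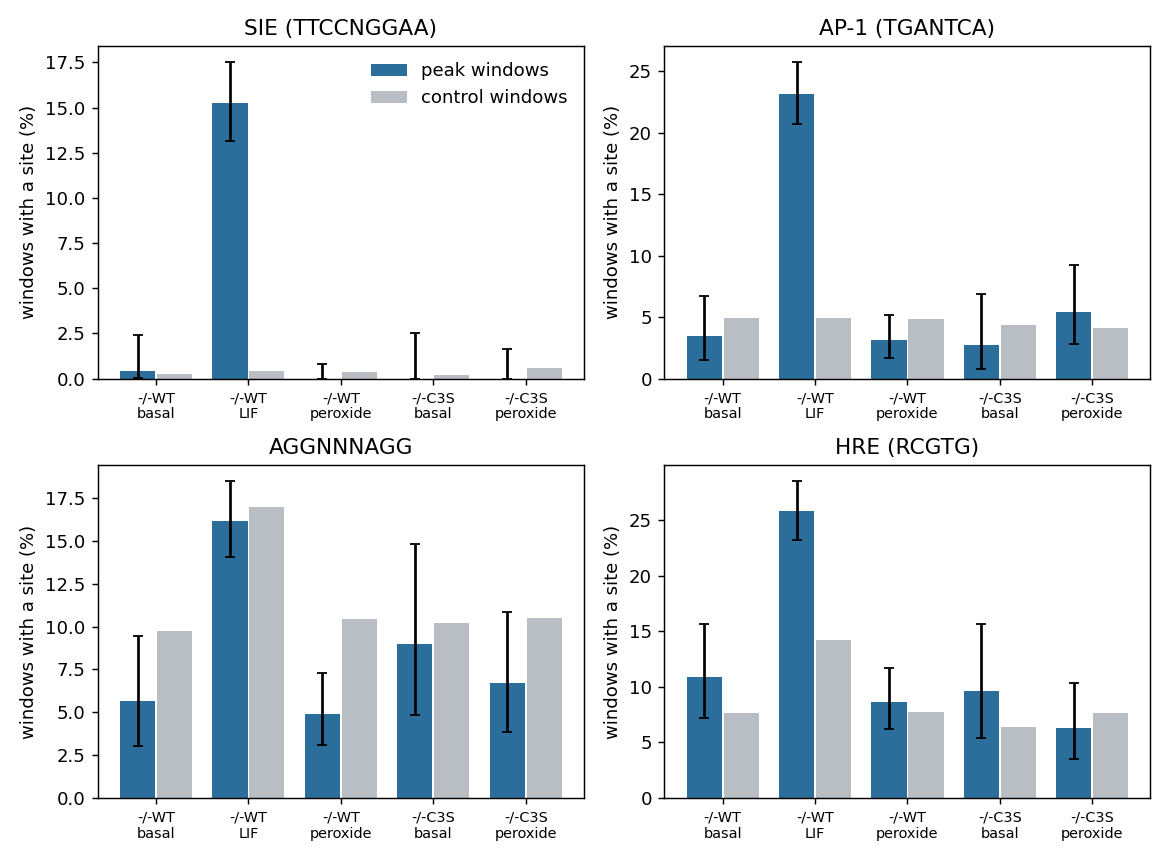
Share of peak windows (blue) and control windows (grey) of each list that contain the SIE, AP-1, AGGNNNAGG or HRE consensus within 80 bp of the centre, in percent; error bars are exact 95% binomial intervals, and each panel has its own scale. The LIF bars for the SIE (15.3%) and AP-1 (23.2%) stand far above their control bars.

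**Figure D2:**
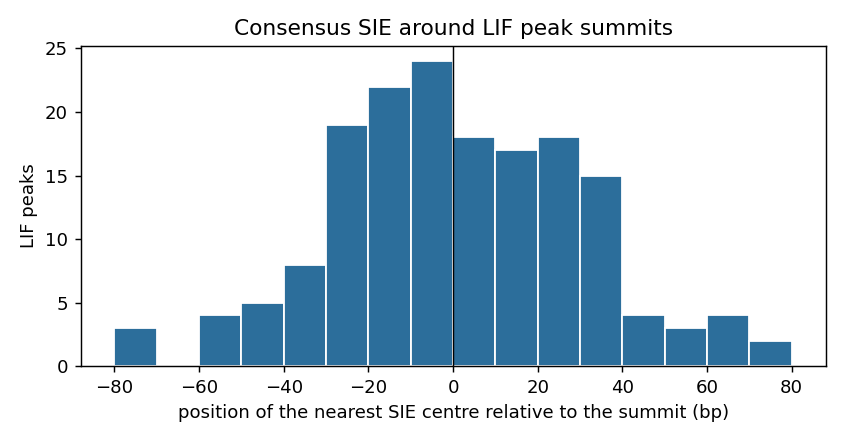
Number of LIF peaks (vertical axis) by the position of the centre of their nearest consensus SIE relative to the summit, in bins of 10 bp (horizontal axis, in bp). The 166 sites gather around the summit, with the highest bin, of 24 peaks, just next to it.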

Using MEME motif discovery software to scan sequences -/+80bp from read peaks we found that the consensus SIE was highly enriched (1056 sites, 4.1e-557); the only other binding motif to show enrichment was an AP-1 consensus (241 sites, 8.4e-49) (Fig 4D). These data confirmed the reliability of the Stat3 antibody and our ChIP-seq procedures.

Read peaks from LIF-stimulated -/-WT cells were associated with 927 genes potentially corresponding to LIF-inducible Stat3 targets. 

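Taking for each LIF summit the gene with the nearest annotated start site gave 953 genes, or 874 when only protein-coding genes were counted. The paper's text does not name the rule by which it assigned genes. The median distance between a LIF summit and that start site was 5.86 kb, with 46.8% of the summits within 5 kb and 2.21% more than 100 kb away. The genes nearest to the 10 highest-scoring LIF peaks were Stat3, Osmr, Rn7sk, Sbno2, Junb, Ell, Csf1, Gm6133, Gm14321 and Gm12801. The summit at Osmr, a subunit of the oncostatin M receptor, lay in its promoter window at 6874380 on chromosome 15, in an annotated UTR (score 136). Near it were the 1-mismatch SIE TTACGGGAA at 6874340 to 6874348 and the AP-1 site TGAATCA at 6874304 to 6874310. At Sbno2, the summit was in the promoter window at 80075503 on chromosome 10, within an intron (score 107), with the 1-mismatch SIE TTTCAGGAA at 80075464 to 80075472. At Ell, it was at 70564928 on chromosome 8 in an intron (score 63.4), beside the consensus SIE TTCCAGGAA at 70564933 to 70564941. Rn7sk, a non-coding RNA gene, had its summit in its promoter window at 78175432 on chromosome 9, in an exon (score 115).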

To test their validity as Stat3 target genes, we compared them against alternative Stat3 target gene sets. Numerous studies have sought to identify Stat3 target genes and their relation to biological events influenced by Stat3 [32–40]. These studies used Stat3 activation by cytokines (LIF, oncostatin M) or expression of Stat3C, a hyperactive Stat3 protein with increased DNA binding affinity and resistance to de-phosphorylation [22, 41]. Data from all of the above studies was amalgamated into a single, canonical Stat3 target gene set (S7 Table). We also used data from a ChIP-seq study to determine genome-wide *in vivo* Stat3 binding loci and define genes regulated by Stat3 in murine embryonic stem cells (mESCs) [42]. 

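Of the 199 oxidant-responsive DE genes of S3 Table, 197 were found in GENCODE M21. Among these were 11 of the 953 genes nearest to a LIF peak. Taking all 55413 annotated genes as the population, 3.39 were expected by chance (1-sided exact hypergeometric test, p = 0.000667). With the population of 23499 genes given in the S1 File, 8.07 were expected, and the overlap of 11 was not more than chance by the same exact test (p = 0.186), but the 953 genes were drawn from all annotated genes and not from that population, which makes the expected number too high for any of them outside it. With list and population both limited to the 21938 protein-coding genes, 18 genes were shared against 7.41 expected (exact p = 0.000477), and limiting the distance to the start site to 50 kb gave 11 against 3.11 (p = 0.000326). When the LIF peaks were placed 1000 times at random positions on their chromosomes, their nearest genes included 5.79 DE genes on average (permutation p = 0.023). That is more than the 3.39 of the hypergeometric test, which takes every gene as equally likely to be nearest to a peak. The protein-coding overlap was not tested with placements. The copy of S7 Table used here holds fewer canonical target genes than the paper gives, so that its gene sets were not tested.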

Hypergeometric tests revealed that the 927 genes we identified overlap significantly with the Stat3 canonical (2.77e-4) and ESC (3.28e-15) gene sets (S4E Fig), but there was no significant overlap with the set of oxidant-responsive DE genes.

A different picture emerged from ChIP-seq analysis of cells treated with peroxide. Overall, read peaks were less well defined than those from LIF-stimulated -/-WT MEFs and the majority (ca. 80%) mapped to intergenic regions (S4D Fig). 

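The list of peroxide-treated -/-WT MEFs held 450 summits with scores from 2.40 to 113 and a median of 11.4. Of these, 314 were intergenic (69.8%, 95% interval 65.3 to 74.0%) and 108 lay in introns (24%, 20.1 to 28.2%). When only protein-coding genes were counted, the intergenic share was 78.2%. The intergenic share was 27.9% in the LIF list (25.3 to 30.7%), below that of -/-WT peroxide (adjusted p = 1.35e-51), -/-C3S peroxide (68.6%, adjusted p = 1.29e-29) and -/-C3S basal (66.9%, adjusted p = 1.96e-19), by 2-sided Fisher's exact tests with Benjamini-Hochberg adjustment. Repeats filled the peroxide windows as they did the basal ones, with 99.3% of bases masked in -/-WT against 41.8% in control windows, 99.2% in -/-C3S against 40.1%, and 94.4% in the -/-C3S basal list against 40.3% (permutation tests, p = 0.0001 for each, the smallest that 10000 permutations can give).

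**Figure D3:**
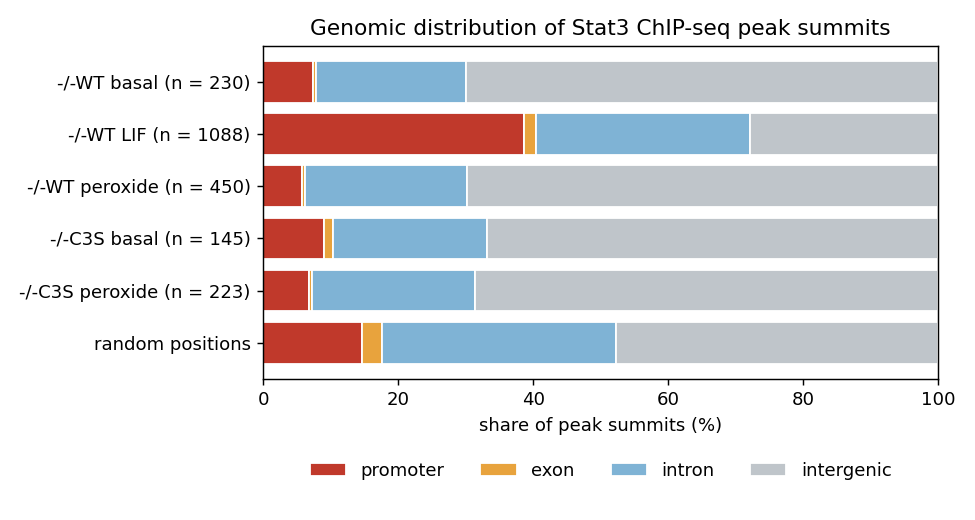
Share of peak summits in promoters, exons, introns and intergenic sequence (horizontal axis, in percent) for the 5 lists and for 20000 random positions of the genome. The promoter segment is largest in the LIF bar (38.7%), and the intergenic segment is near 70.0% in the -/-WT basal and -/-WT peroxide bars.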

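In the -/-WT peroxide list, 107 of the 450 peaks (23.8%, 95% interval 19.9 to 28.0%) had a summit of the -/-WT basal list within 200 bp, 81 (18.0%, 14.6 to 21.9%) one of the -/-C3S peroxide list, 59 (13.1%, 10.1 to 16.6%) one of the -/-C3S basal list and 2 (0.444%, 0.0539 to 1.60%) one of the LIF list. With the other list placed at random on the same chromosomes 1000 times, at most 0.075 peaks were shared on average. The observed sharing was larger in each case (permutation p = 0.001 for the basal and -/-C3S lists, the smallest that 1000 placements can give, and p = 0.00599 for LIF). Among the 225 higher-scoring peroxide peaks, 33.3% were found in the -/-WT basal list, 24% in the -/-C3S peroxide list and 18.7% in the -/-C3S basal list, the largest shift under any alternative. Of the 343 peroxide peaks absent from the -/-WT basal list, 43 (12.5%) were in the -/-C3S peroxide list, 30 (8.75%) in the -/-C3S basal list and 61 (17.8%, 13.9 to 22.3%) in at least 1 of them, 1 was in the LIF list, and 282 (82.2%, 77.8 to 86.1%) were in no other list. These counts compare called peaks only: reads that lie at a position without having been called as a peak in a list are not counted, and nearly all of these summits lie in repeat-masked sequence.

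**Figure D4:**
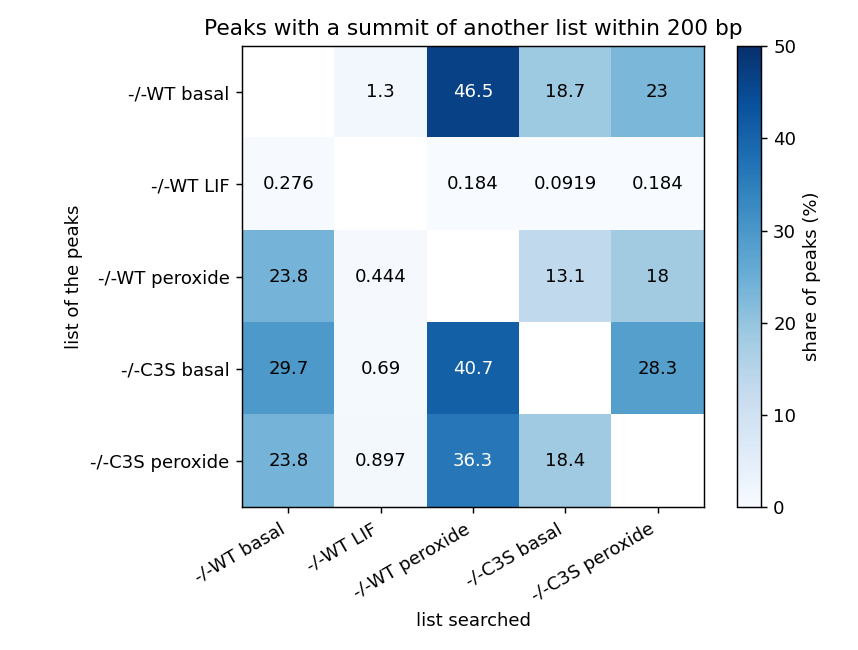
Share of the peaks of each list (rows) that have a summit of another list (columns) within 200 bp, in percent, with the colour scale running from 0 to 50%. The LIF row and column stay below 1.5%, whereas the other 4 lists share from 13.1 to 46.5% of their peaks.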

Peak calling and thresholding implied that ~250 peaks were present only in peroxide-stimulated -/-WT cells, yet these peaks were clearly present in peroxide-stimulated -/-C3S MEFs and unstimulated controls, though not in -/-WT cells stimulated with LIF (S4F Fig). None mapped to DE gene promoters. Thus, it appears that oxidant stimulation does not induce Stat3 chromatin association whereas LIF treatment induces significant *de novo* binding to consensus SIEs. 

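Of the 343 -/-WT peroxide peaks absent from the basal list, 20 lay in the promoter window of an annotated gene (5.83%, 95% interval 3.60 to 8.86%). The -/-WT peroxide list as a whole had a peak in the promoters of 26 genes, and none was a DE gene. At this number of peaks the count of 0 carries little weight, since 0.0924 DE genes were expected by chance. No DE gene promoter had a peak in the -/-WT basal (17 genes with a promoter peak), -/-C3S basal (13 genes) or -/-C3S peroxide (15 genes) list. With windows of 10 kb either side of the start sites, 127 genes had a -/-WT peroxide peak, again without a DE gene (0.452 expected). Windows of this width gave no DE gene in the -/-WT basal and -/-C3S peroxide lists either, and 1 in the -/-C3S basal list, Lrrk2, where 0.171 were expected (1-sided exact hypergeometric test, p = 0.157). It falls outside the rule for named genes and was named after its values were seen. In the LIF list, 6 DE genes had a promoter peak, where 1.79 were expected with all annotated genes as the population (same exact test, p = 0.00956). The excess was not past the threshold with either of the other populations, which were added after this value was seen: 3.01 were expected with protein-coding genes only (exact p = 0.0824) and 4.26 with the 23499 genes of the S1 File (exact p = 0.255), from which the genes with a peak were not drawn. With all annotated genes as the population, it stayed past the threshold under the other windows, which were set beforehand. Within 1 kb of start sites, 5 DE genes had a LIF peak (1.31 expected, exact p = 0.0106). Within 10 kb, 11 had one (3.49 expected, exact p = 0.000851). These tests take every gene as equally likely to have a peak, which the random placements did not bear out for the nearest genes. Consensus SIEs lay near the LIF summits at Adamtsl3 (TTCCAGGAA, 82335413 to 82335421 on chromosome 7), Foxj1 (TTCCCGGAA, 116335967 to 116335975 on chromosome 11) and Spaca6 (TTCCGGGAA, 17838360 to 17838368 on chromosome 17). The summit at Thbs2, at 14694528 on chromosome 17, had the 1-mismatch site TGCCGGGAA, and those at Angptl4 (33783561 on chromosome 17) and Bnc2 (84523981 on chromosome 4) had no SIE with up to 1 mismatch. Aplnr, Asprv1 and Il17f, DE genes that the paper measured by qRT-PCR, had no promoter peak in any list.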

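The consensus SIE was found at 1 of the 230 -/-WT basal peaks (0.435%, 95% interval 0.011 to 2.40%, against 0.261% of control windows) and at 0 of 450 -/-WT peroxide peaks, which allows a share of up to 0.816%, against 0.378% of control windows. It was also found at 0 of 145 -/-C3S basal peaks (up to 2.51%) and 0 of 223 -/-C3S peroxide peaks (up to 1.64%). None of these shares differed from the controls (adjusted p between 0.656 and 1, 2-sided Fisher's exact tests), but in these 4 lists most summits lay in repeats. With up to 2 mismatches allowed in 1 arm, the peroxide peaks had a site less often than their controls by the same exact test, at 26.4% against 33% in -/-WT (adjusted p = 0.0173) and 22.4% against 30.5% in -/-C3S (adjusted p = 0.0375). Within the LIF list the share with a consensus SIE rose with the score, from 11.3% of the 531 lower-scoring to 19.0% of the 557 higher-scoring peaks (2-sided Fisher's exact test, p = 0.00039, adjusted over the 5 lists 0.00195). Of the 1088 LIF peaks, 3 (0.276%, 0.0569 to 0.804%) were found in the -/-WT basal list and 2 (0.184%, 0.0223 to 0.662%) in the -/-WT peroxide list. From the peroxide peaks that it finds in the other conditions and the SIEs at the LIF peaks, the paper proposes that oxidant stimulation does not induce Stat3 chromatin association, whereas LIF induces de novo binding to consensus SIEs.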

The impact of peroxide on Stat3 in these experiments was nonetheless apparent, insofar as basal Stat3 binding detected in -/-WT controls was decreased after peroxide treatment (Fig 4E). 

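In the basal -/-WT list, a summit at 100939758 on chromosome 11 lay 0.218 kb upstream of a Stat3 start site, with a score of 16.4 and rank 48 of the 230 peaks. In the -/-WT peroxide list, the summit at 100939786 lay in the same promoter with a score of 12.3 and rank 203 of the 450 peaks. The ranks, unlike the scores, do not depend on the unit, but they do depend on how many peaks in repeats each list holds. The Junb promoter had a basal summit at 84976576 on chromosome 8 (score 13.0, rank 75), within the consensus SIE TTCCCGGAA, whereas the nearest -/-WT peroxide summit was 367 kb away. Socs3 and Csf1 had a promoter peak neither in the basal nor in the peroxide list of -/-WT cells, and none of the 4 genes had one in a -/-C3S list. Osmr, nearest to the second-highest LIF peak, had a basal promoter summit at 6874359 on chromosome 15 (score 6.16, rank 191) and none after peroxide. Without replicate-level values, these few differences between the lists were not tested. The paper states from the read tracks of the 4 genes in Fig 4E that basal binding decreased after peroxide treatment.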

Regulation of oxidative stress responsive genes therefore appears unlikely to involve Stat3 acting directly at the level of chromatin.

### Stat3 cooperates with Hif-1α to regulate *Kcnb1* in response to oxidative stress

In the absence of Stat3 binding at DE gene promoters, we considered whether transcriptional responses to Stat3 oxidation might be mediated indirectly through other factors. To this end, we scanned the 3kb promoter regions of the 199 DE genes for binding motifs of other transcription factors implicated in oxidative stress responses, including cJun, Nrf2 (Keap1) and Hif-1α [43–45]. Our search criteria returned 98/199 canonical AP-1 sites (cJun; S8 Table), 152/199 HREs (Hif-1α; S9 Table) and 58/199 AREs (Nrf2; with up to 2 mismatches; S10 Table). However, there was no apparent relationship between the presence of any of these binding motifs, or combination thereof, and pattern of DE gene regulation. Therefore, because 75% of DE gene promoters appeared to contain HREs and prompted by previous reports of a functional relationship between Stat3 and Hif-1α [46, 47] a role for Hif-1α seemed plausible. To explore this possibility, we focused on *Kcnb1* [48, 49], a DE gene acutely stimulated by peroxide only in -/-WT cells and unresponsive to LIF.

Although peroxide-responsive DE genes including *Kcnb1* were cytokine-unresponsive (Fig 3B–3E), co-treatment with LIF interfered significantly with peroxide-induced *Kcnb1* expression (Fig 5A). Because oxidative stress may contribute to tissue damage during ischaemia/reperfusion injury [2], we also tested the effect of hypoxia/ reoxygenation on *Kcnb1* expression. Two hours of hypoxia (1% O_2_) followed by 2 h of reoxygenation (H/R) stimulated *Kcnb1* expression in -/-WT cells but not in -/-empty or -/-C3S cells (Fig 5B). However, this response was unlikely due to oxidant stress because H/R did not induce a significant rise in intracellular ROS (Fig 5C). Stabilisation of Hif-1α appeared to plateau after 2 h of hypoxia in -/-WT cells (Fig 5D), but 2 h hypoxia caused no significant increase in *Kcnb1* expression (Fig 5E). After 3h hypoxia, *Kcnb1* expression was comparable to levels stimulated by peroxide (1 h) and increased with longer hypoxia treatment (Fig 5E). Thus, *Kcnb1* is responsive to oxidative stress and hypoxia [50] albeit over different time courses. The appearance of high molecular weight Hif-1α species at later times suggested that poly-ubiquitination of Hif-1α may continue or resume during chronic hypoxia [51].

**Fig 5:**
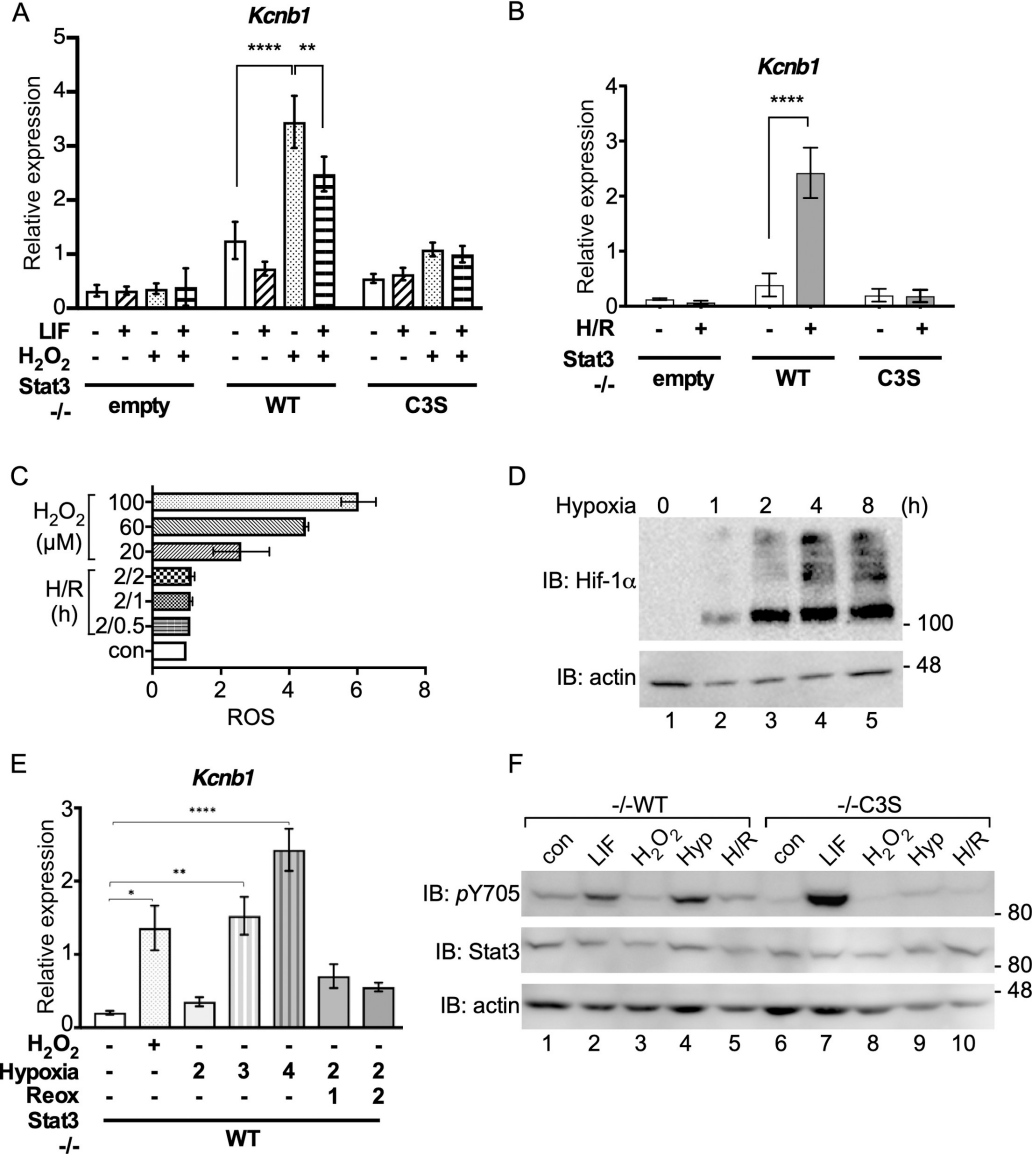
*Kcnb*1 expression in response to hypoxia/reoxygenation requires Stat3 oxidation. **A)** RNA isolated from MEFs untreated (-), treated with 10 ng ml^-1^ LIF for 30 mins and/or 100 μM H_2_O_2_ for 1 h (+) was enriched for mRNA and analysed for *Kcnb1* and *Hbs1l* expression by qRT-PCR. *Kcnb1* expression was normalised to *Hbs1l*. Data are expressed as mean ± SEM, n = 3. **B)** RNA isolated from MEFs untreated (-) or subjected to 2 h hypoxia (1% O_2_) and 2 h reoxygenation (H/R) was enriched for mRNA and analysed for *Kcnb1* and *Hbs1l* expression by qRT-PCR. *Kcnb1* expression was normalised to *Hbs1l*. Data are expressed as mean ± SEM, n = 3. **C)** -/- WT MEFs seeded to 96-well plates (1 x 10^4^ per well) and cultured under basal conditions overnight were stained with 100 μM DCFDA for 30 minutes and left to recover in full medium for 1 h when basal fluorescence was measured. Cells were treated with 0, 20 μM, 60 μM and 100 μM H_2_O_2_ or 2 h hypoxia followed by 30 mins, 1 h and 2 h reoxygenation, as indicated, before fluorescence measurement. Values are presented as means ± SEM from 3 independent determinations. **D)** -/-WT MEFs were exposed to hypoxia (1% O_2_) for the times indicated. Whole cell extracts were prepared and analysed for stabilisation of Hif-1α by SDS-PAGE and immunoblotting. **E)** -/- WT MEFs were subjected to normoxia (untreated, -), 100 μM H_2_O_2_, hypoxia for 2, 3 and 4 h and hypoxia for 2 h followed by 1 h and 2 h of reoxygenation (treated, +). qRT-PCR analysis was performed using mRNA enriched from total RNA. Expression of *Kcnb1* was normalised to expression of *Hbs1l*. Values are presented as mean ± SEM, n = 3 per group. *P<0,1, **P<0.01, ****P<0.0001. **F)** Whole cell lysates from -/-WT and -/-C3S MEFs untreated (con), treated with 10 ng ml^-1^ LIF for 30 mins (LIF), 100 μM H_2_O_2_ for 1 h (H_2_O_2_), 2 h hypoxia (1% O_2_; Hyp) or H/R as in (B) were analysed for Stat3 Y705 phosphorylation by SDS-PAGE and immunoblotting.

Neither oxidative stress nor H/R increased Stat3 Y705 phosphorylation in -/-WT or -/-C3S cells, providing further evidence that Stat3-dependent *Kcnb1* expression in response to oxidative stress in -/-WT cells involves a non-canonical pathway. However, tyrosine phosphorylation Stat3 was detected in -/-WT cells after 2 h hypoxia but not in -/-C3S cells (Fig 5F), implying a mechanistic link between Stat3 oxidation and tyrosine phosphorylation during hypoxia.

We created two shRNA vectors for *Hif-1*α and confirmed that they depleted *Hif-1*α mRNA and protein in -/-WT cells (Fig 6A and 6B). Hif-1α depletion from -/-WT cells significantly decreased *Kcnb1* expression in response to H/R (Fig 6C) and to peroxide (Fig 6D), albeit to a lesser extent. This observation implicates Hif-1α in peroxide-stimulated *Kcnb1* expression. Furthermore, hypoxia (2 h) and peroxide treatment (1 h) both stabilised Hif-1α less efficiently in -/-C3S and -/-empty cells than in -/-WT MEFs (Fig 6E). Thus, oxidation of Stat3 contributes to stabilisation of Hif-1α.

**Fig 6:**
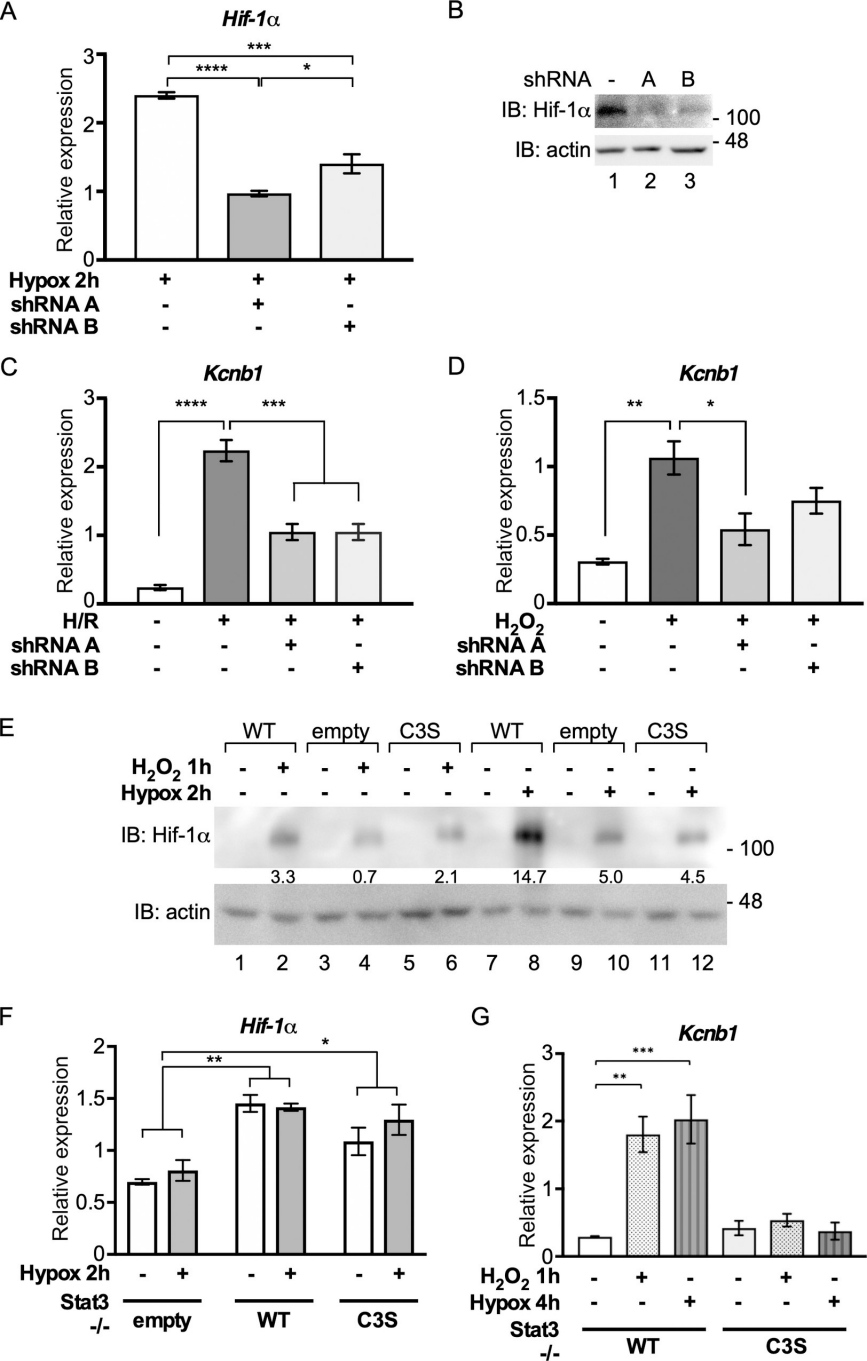
Stat3 and Hif-1α cooperate in the acute response to oxidative stress. **A)** *Hif-1*α expression in -/- WT MEFs transfected with shRNAs against *Hif-1*α and subjected to hypoxia for 2 h was monitored by qRT-PCR. *Hif-1*α was normalised against *Hbs1l*. Values are presented as mean ± SEM, n = 3 per group. *P<0,1, **P<0.01, ****P<0.0001. **B)** -/- WT MEFs transfected with shRNAs against *Hif-1*α were subjected to hypoxia for 2 h and Hif-1α protein levels were determined by SDS-PAGE and immunoblotting. **C)** -/-WT MEFs were transfected with shRNA vectors for *Hif-1*α or control vector and subjected to 2 h hypoxia (1% O_2_) and 2 h reoxygenation (H/R). Isolated RNA was enriched for mRNA and analysed for *Kcnb1* and *Hbs1l* expression by qRT-PCR. *Kcnb1* expression was normalised to *Hbs1l*. Data are expressed as mean ± SEM, n = 3. **D)** As in (C) except that cells were stimulated with 100 μM H_2_O_2_ for 1 h. **E)** MEFs were untreated (-), treated with 100 μM H_2_O_2_ for 1 h or hypoxia (1% O_2_) for 2 h, as indicated (+) and stabilisation of Hif-1α was determined by SDS-PAGE and immunoblotting. **F)** MEFs were untreated (-) or subjected to hypoxia for 2 h (+). Isolated RNA was enriched for mRNA and analysed for *Hif-1*α and *Hbs1l* expression by qRT-PCR. *Hif-1*α expression was normalised to *Hbs1l*. Data are expressed as mean ± SEM, n = 3. **G)** MEFs were untreated (-), treated with H_2_O_2_ for 1 h or subjected to hypoxia for 4 h, as indicated. Isolated RNA was enriched for mRNA and analysed for *Kcnb1* and *Hbs1l* expression by qRT-PCR. *Kcnb1* expression was normalised to *Hbs1l*. Data are expressed as mean ± SEM, n = 3.

Stat3 has been implicated in the regulation of *Hif-1*α transcription in response to hypoxia and mTORC1 signalling [46, 47]. We confirmed that *Hif-1*α mRNA levels were low in cells lacking Stat3 (-/-empty) but found no significant difference in *Hif-1*α mRNA levels between -/-WT and -/-C3S MEFs (Fig 6F). Nonetheless, *Kcnb1* was equally unresponsive to hypoxia and peroxide in -/-C3S cells (Fig 6G), indicating that the level of *Hif-1*α mRNA was not the limiting factor. In summary, these data reveal an inter-dependence between Stat3 oxidation and Hif-1α stabilisation in the regulation of *Kcnb1*, a gene that is acutely responsive to oxidative stress.

## Discussion

It is now recognised that oxidants generated by mitochondria or Nox enzymes modify discrete, intracellular targets that participate in signalling events to coordinate cell growth, differentiation and survival [5]. Here, we determined the impact of reversible oxidation of conserved cysteines within the DBD of Stat3 on global gene expression in MEFs under oxidative stress. We identified a cohort of 199 genes that were differentially expressed in response to Stat3 oxidation. Acutely up-regulated genes were linked to immune function and cell adhesion; down-regulated genes were associated with developmental processes and programmed cell death. Although consensus SIEs were present in the promoters of most DE genes, ChIP-seq provided no evidence of Stat3 DNA binding under basal conditions or in response to oxidative stress. Instead, our data point to an indirect activation mechanism in which Stat3 oxidation and Hif-1α stabilisation cooperate during acute up-regulation of genes in response to oxidative stress.

### Phenotypic change as a consequence of Stat3 cysteine substitutions

Cells that lacked a redox-sensitive Stat3 (i.e. -/-C3S and -/-empty MEFs) displayed flatter morphologies than -/-WT cells with pronounced peripheral actin fibres. This altered cell morphology correlated with significantly decreased rates of proliferation and migration, suggesting that redox signals normally transduced via Stat3 contribute to cell proliferation and migration while countermanding phenotypic change. Consistent with this notion is the elevated expression of genes linked to developmental processes seen in -/-C3S v -/-WT cells under basal conditions (no oxidative stress), along with the concomitant down-regulation of genes implicated in cell migration.

The cell lines also differed in their susceptibility to oxidative stress-induced cell death. The acute sensitivity of -/-empty cells to peroxide is consistent with a role for Stat3 in the protective response to oxidative stress [52]. In contrast, -/-C3S cells displayed a decreased sensitivity to peroxide (Fig 1H), for which two explanations seem plausible. Their increased survival could reflect hyperactivity of the canonical Stat3 pathway in -/-C3S cells, as revealed by elevated levels of Stat3 Y705 phosphorylation and *Socs3* expression (Fig 1D and 1E). Alternatively, survival could be due to impaired Stat3 redox signalling, as evidenced by the number of genes enriched in regulation of cell death and apoptosis that were dis-regulated in -/-C3S cells, suggesting that Stat3 oxidation is integral to intracellular ROS sensing. The potential to impact on either pathway in a mutually exclusive fashion suggests that Stat3 is a key arbiter of cell survival in response to oxidative stress.

### Discretized differential expression correlates with specific gene function

Multi-comparison analysis identified 3617 DE genes that segregated into 45 discrete clusters (S2A Fig), of which 10 were of interest as they encompassed those genes transcriptionally responsive to Stat3 oxidation (Fig 2D). GO term enrichment analysis partitioned these 199 genes strikingly into genes associated with membrane cell adhesion, immune function and ion transport that were up-regulated in -/-WT cells stimulated with peroxide (S4 Table), and genes associated with developmental processes that were down-regulated in peroxide-stimulated -/-WT cells (S5 Table).

Although participation of both redox signalling and Stat3 in inflammatory responses is well established [53, 54], the link between Stat3 oxidation and up-regulation of genes encoding immune regulators is new. For example, cluster 1,0,0,-1, which defines genes that are acutely sensitive to peroxide, is enriched for components of humoral and adaptive immune responses, such as *Foxj1* (6.6-fold), a regulator of T cell activation [55]; *Selplg* (10.4-fold), a promoter of myeloid cell recruitment [56]; *Hpx* (5.6-fold), a haem scavenger and suppressor of ROS-mediated macrophage activation [57]. Also up-regulated in peroxide-stimulated -/-WT cells are genes for Gpr15L (*2610528A11Rik*, 14.6-fold), recently implicated in T cell responses to epithelial damage [58] and *Nlrp3* (~30-fold), eponymous component of the ROS-inducible Nlrp3 inflammasome [59]. Of particular note is the acute up-regulation of *Il17f* (63-fold), in line with the central role of Stat3 in Th17-mediated pro-inflammatory responses and its implication in dermal disorders including HIES and psoriasis [60, 61]. Intriguingly, mutations in *Asprv1*, also acutely upregulated upon Stat3 oxidation (60-fold), are implicated in ichthyosis [62].

The connection between Stat3 oxidation and developmental processes is similarly compelling, as illustrated by the down-regulation in -/-WT cells of genes coding for growth factors and receptors (*Fgf7*, *Pgdfd*, *Pdgfrb*), matrix metalloproteases (*Adam19*, *Adamts12*, *Adamtsl3*), protein kinases (*Lrrk2*, *Syk*) and transcriptional regulators of other developmental genes (*Osr2*, *Esrrg*, *Bach2*, *Etv1*, *Pou3f3*, *Tfap2b*, *Trps1*, *Tshz2*, *Zfhx4*). Specifically, post-natal knockdown of *Esrrg* in mice resulted in cardiomyopathies and arrested mitochondrial maturation [63]; homozygous deletion of *Pou3f3* (Brn1) was associated with neonatal mortality and developmental defects in forebrain and kidney [64].

GO term enrichment analysis of individual clusters revealed deeper granularity of Stat3 oxidation-dependent expression pattern correlated with biological function. We focussed on the pruned version of total GO enrichment for individual clusters, obtained by removing semantically redundant GO terms. For example, down-regulated genes (in -/-WT cells) related to locomotion are selectively enriched in cluster -1,0,0,1, while down-regulated genes involved in PCD are predominantly in cluster -1,1,0,1 (Fig 3A and S6 Table). Thus, cysteine substitutions in Stat3 significantly increase expression of PCD genes under basal conditions, whereas for genes related to locomotion they only impair acute inhibition in response to peroxide. This implies that Stat3 can mediate distinct transcriptional responses across a range of peroxide concentrations.

### Does oxidative stress lead to changes in Stat3 chromatin occupation?

Oxidation of Stat3 *in vitro* compromised DNA binding and in cells induced the reversible formation of higher order complexes [18, 20]. Loss of DNA binding and participation of cysteines within the DBD in complex formation implied that Stat3 redox multimers do not interact with DNA, although this has yet to be formally established. It also remains unclear whether other proteins, e.g. Prx2, participate in redox multimers [20]. Accordingly, loss of gene expression in response to Stat3 oxidation was anticipated rather than the predominant, acute activation of genes that was observed. Validation by qRT–PCR of the substantial induction levels and lack of response to LIF confirmed the existence of a set of over 100 ROS-responsive Stat3 target genes with no clear mechanism for their activation.

A body of evidence indicates that unphosphorylated (Y705) Stat3 also interacts with DNA and could therefore transduce redox signals *in situ* [8, 65]. Alternatively, a non-canonical mode of DNA binding to purine-rich motifs has been described for mutant Stat3 alleles associated with HIES [31]. Our ChIP-seq data do not support either model. 

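The motif AGGNNNAGG was present on either strand within 80 bp of 13 of the 230 basal -/-WT summits (5.65%, 95% interval 3.04 to 9.47%) and in 9.74% of their control windows (odds ratio 0.555, p = 0.0432, adjusted p = 0.173, 2-sided Fisher's exact test with Benjamini-Hochberg adjustment). Against control windows matched on GC content, of which 12.7% had the motif, the basal share was lower by the same exact test (adjusted p = 0.0043), and likewise within 200 bp of the summits, at 13.0% against 23.3% (adjusted p = 0.00097). The basal deficit did not pass the threshold within 50 bp, at 3.91% against 6.17% (adjusted p = 0.433, same exact test). Nor did it among the higher-scoring basal peaks, at 6.96% against 8.78% (adjusted p = 0.912, same exact test). In the -/-WT peroxide list, 4.89% of the peaks and 10.4% of the control windows had the motif (adjusted p = 0.000329 from the exact test, fewer in peaks). In the remaining exact tests the shares were 16.2% against 17.0% for LIF (adjusted p = 0.656), 8.97% against 10.2% for -/-C3S basal (adjusted p = 0.813) and 6.73% against 10.5% for -/-C3S peroxide (adjusted p = 0.27). Of windows matched on GC content, 21.0% had the motif for LIF (adjusted p = 0.000534, same exact test). The matched shares were 12.1% for -/-C3S peroxide (adjusted p = 0.0444) and 11.0% for -/-C3S basal (adjusted p = 0.766), by the same exact test. The paper's text does not give the range of sequences that it counts as AGG-like, and the exact motif was searched here. In all 4 lists other than LIF, the windows searched consist mostly of repeat-masked sequence.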

In unstimulated cells, the few Stat3 peaks that were apparent mapped to intergenic regions and a significant proportion of these sites bore AGG-like sequences. Although these sites could theoretically represent distal regulatory regions, they lack hallmarks of super-enhancers [66] and appear more likely to reflect background noise. Importantly, read peaks obtained from peroxide-treated cells (-/-WT and -/-C3S) were virtually identical to those in untreated controls and all contrasted starkly with data from LIF stimulated cells (S4F Fig).

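Among the 223 peaks of peroxide-treated -/-C3S MEFs, 41 (18.4%, 95% interval 13.5 to 24.1%) were found in the -/-C3S basal list, 53 (23.8%, 18.3 to 29.9%) in the -/-WT basal list, 81 (36.3%, 30.0 to 43.0%) in the -/-WT peroxide list and 2 (0.897%, 0.109 to 3.20%) in the LIF list. For the 145 -/-C3S basal peaks, the shares were 28.3% in -/-C3S peroxide, 29.7% in -/-WT basal and 40.7% in -/-WT peroxide, and 46.5% of the -/-WT basal peaks (39.9 to 53.2%) were found in the -/-WT peroxide list. Joining summits within 200 bp, the 4 lists other than LIF held 764 loci, of which 563 were in 1 list, 135 in 2, 49 in 3 and 17 in all 4. The highest-scoring peak of both -/-WT lists was the same position on chromosome 10 (9987379), and the position on chromosome 5 near Rab28 (41592497 in both -/-WT lists, 41592502 in the -/-C3S peroxide list) was among the 3 highest-scoring peaks of each of these lists. Of the loci in at least 2 of these lists, 2 were found in the LIF list. These are counts of called peaks in repeat-masked sequence, and the read depth at peaks called in a single list was not measured in the others.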

ChIP-seq on LIF stimulated -/-WT MEFs identified 1088 read peaks associated with 927 genes with a striking correlation between read peaks and the presence of SIEs. Our gene set overlapped significantly with other Stat3 target gene sets, both amalgamated and data from murine ESCs [42], whereby differences due to experimental approach and cell type were expected [67]. In summary, we detected no Stat3 binding in unstimulated cells and pronounced cytokine stimulated Stat3 binding. 

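Of the 230 basal -/-WT peaks, 226 had most of the bases within 80 bp of the summit repeat-masked, and none of these was found in the LIF list. The remaining 4 lay at the promoters of Stat3, Junb and Osmr and in an intron of Gpam (55120240 on chromosome 19, score 1.96, the lowest of the list). Those at Stat3, Junb and Osmr were within 200 bp of a LIF summit, and the one in Gpam was not. Gpam falls outside the rule for named genes and was chosen after its values were seen.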

There was virtually no difference between unstimulated and peroxide samples and the effect of peroxide on basal Stat3 binding was only apparent at the strongest canonical targets. Thus, peroxide-induced gene expression cannot be explained by Stat3 DNA binding. It remains possible that gene down-regulation in response to peroxide reflects loss of Stat3 binding at canonical targets, as evidenced earlier [18, 20], and ChIP-seq data provide evidence to support this model (Fig 4E). A ChIP-seq comparison between LIF alone and dual stimulation with LIF/ROS may reveal a stronger effect.

### A companion role for Hif-1a in Stat3-dependent, oxidant-responsive gene expression

Motif enrichment within gene regulatory regions highlighted candidate co-regulators of Stat3 target gene expression. Consensus TREs, AREs and HREs, binding sites for AP-1, Nrf2 and Hif-1α respectively, were enriched at DE gene promoters. These factors, as well as Stat3, have all been linked to the redox modulator APE/Ref-1 [68, 69]. Intriguingly, we also observed a significant co-association of consensus TREs and SIEs at LIF-inducible gene promoters. 

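Among the 421 LIF peaks in promoters, an AP-1 site (the consensus TRE) was found within 80 bp of the summit in 7 of 71 peaks with a consensus SIE (9.86%) and in 59 of 350 without (16.9%), an odds ratio of 0.539 (2-sided Fisher's exact test, p = 0.156). Over all LIF peaks, AP-1 sites were present at 30 of 166 peaks with an SIE (18.1%) and 222 of 922 without (24.1%), an odds ratio of 0.696 (exact p = 0.109). Within 200 bp of the summits the odds ratios were 0.382 in promoters (exact p = 0.00567) and 0.663 over all LIF peaks (p = 0.0203). AP-1 sites were then less frequent at LIF peaks with an SIE than at LIF peaks without. These odds ratios compare called peaks with one another. Peaks with both sites were not compared with control windows, so that a joint excess over background is not excluded. Each motif on its own was more frequent at the LIF promoter peaks than in their control windows, the AP-1 site with 15.7% against 4.99% (p = 2.47e-14) and the SIE with 16.9% against 0.475% (p = 5.08e-58, same exact test).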

Several papers report functional interactions between Stat3 and Hif-1α [36, 70–74] and, like Stat3, Hif-1α is essential for ischaemic preconditioning in the heart [75].

The complex interrelationship between Stat3 and Hif-1α was manifest in the regulation of *Kcnb1*, a Stat3 target gene acutely responsive to peroxide stimulation (S2E Fig). Hypoxia also stimulated *Kcnb1* in -/-WT cells, albeit delayed with respect to peroxide stimulation (Fig 5E). Peroxide-induced *Kcnb1* expression required stabilisation of Hif-1α (Fig 6D) but in addition, Hif-1α stabilisation in response to peroxide was dependent on a redox-sensitive Stat3 (Fig 6E), as was hypoxia-inducible *Kcnb1* expression. Stat3 stimulates transcription of *Hif-1*α mRNA [46, 76] and significantly lower levels were present in -/-empty cells (Fig 6F). However, peroxide may also stabilise Hif-1α protein through inactivation of prolyl hydroxylases (PHDs) [77]. It is plausible that the Prx2-Stat3 relay participates in redox inactivation of PHDs and could act more rapidly than oxygen depletion to stabilise Hif-1α. Consensus HREs were found in 84/113 upregulated DE genes promoters. A Stat3-Hif-1α companion model may therefore not apply to all peroxide-responsive Stat3 target genes. Nonetheless, redox signalling provides Stat3 with ample scope for other liaisons.

Although our data imply an interdependency between oxidation of Stat3 and stabilisation of Hif-1α for the regulation of genes in response to oxidative stress, it remains to be established whether increased levels of Hif-1α protein could compensate for loss of Stat3 oxidation in terms gene expression, cell survival, proliferation or morphological change. Equally, how Stat3 target genes we identified here contribute individually to cellular responses to oxidative stress remains to be determined. In this regard, the availability of knockout mouse strains, e.g. for *Kcnb1* [78], may prove to be useful. Finally, our data suggest that aberrant gene regulation as a consequence of chronic Stat3 oxidation has the propensity to impact on diseases of the cardiovascular system, such as cardiac insufficiency or stroke, as well as those of the immune system, notably HIES [60]. The full clinical and therapeutic implications of these findings must await the outcome of further studies.

## Supporting information

S1 Fig **A)** MEFs were seeded in 96-well plates and cultured for times indicated. Cell proliferation was measured by MTT assay. **B)** Monolayers of the indicated MEFs growing under normal conditions were scratched with a 2 μl pipette tip and closure was monitored over 7 h by light microscopy. Images are representative of three independent experiments. **C)** MEFs were seeded and grown for 16 h under normal conditions. Cells were treated with 100 μM peroxide and levels of PCD were determined after 6 h using Muse Annexin V and dead cell assay kit, collecting 2000 cells per run.
(TIF) Click here for additional data file.

S2 Fig **A)** Bar graphs showing an example for each of 45 unique patterns identified from 3617 differentially expressed genes. Y-axes throughout show normalised read counts. **B-H)** qRT-PCR analysis of genes indicated using total RNA from MEFs untreated (-) or stimulated (+) with 100 μM peroxide for 1 h. In all cases expression was normalized to expression of *Hbs1l*. Data are expressed as mean ± SEM, n = 5.
(ZIP) Click here for additional data file.

S3 Fig **A)** Expression patterns of Stat3 oxidation-responsive genes enriched in cell migration GO category. Blue and red outlines indicate up- or down-regulation of genes respectively in -/-WT cells between oxidative (Oxd) and basal (Bas) comparisons. Values on Y-axis represent normalised read counts. **B)** Expression patterns of Stat3 oxidation-responsive genes enriched in positive regulation of cell migration GO category. Blue and red outlines indicate up- or down-regulation of genes respectively in -/-WT cells between oxidative (Oxd) and basal (Bas) comparisons. Values on Y-axis represent normalised read counts. **C)** Expression patterns of Stat3 oxidation-responsive genes enriched in regulation of cell death and apoptotic process. Blue and red outlines indicate up- or down-regulation of genes respectively in -/-WT cells between oxidative (Oxd) and basal (Bas) comparisons. Values on Y-axis represent normalised read counts.
(TIF) Click here for additional data file.

S4 Fig Validation of Stat3 antibody used in ChIP experiments. **A)** -/-WT MEFs were untreated (-) or stimulated with 10 ng ml^-1^ LIF for 1 h. Cells were treated with formaldehyde for 10 min at 37°C, DNA-protein adducts were isolated and sonicated. After sonication, immunoprecipitates were collected with anti-Stat3 or IgG antibodies and analysed by SDS-PAGE and immunoblotting. **B)** ChIP analysis of Stat3 binding to *Socs3* and *Fos* promoters in untreated -/-WT MEFs or after treatment with 10 ng ml^-1^ LIF for 1 h, 100 μM H_2_O_2_ for 1 h or both (LIF/H_2_O_2_). **C)** Gene reporter assays in -/-WT and -/-C3S MEFs with murine *Kcnb1* P1 and P2 promoter regions coupled to firefly luciferase. Cells seeded in 24-well plates were untreated (-) or stimulated with 100 μM H_2_O_2_ for 4 h (+) prior to harvest. **D)** Chromatin distribution of Stat3 ChIP read peaks from unstimulated -/-WT MEFs or cells treated with LIF or H_2_O_2_ (Oxd). **E)** Venn diagram showing relationships between amalgamated canonical [1–9], ESC [10], ChIP and DE199 Stat3 gene sets (S7 Table). **F)** Genome viewer alignment of Stat3 ChIP read peaks mapped to intergenic loci in -/-WT and -/-C3S MEFs under basal conditions (Bas) or stimulated with H_2_O_2_ (Oxd) or LIF.
(TIF) Click here for additional data file.

S1 Table Mapping of high quality reads generated using Illumina Hiseq 2500 sequencing platform to mm10 reference genome using Tophat2 v2.0.10. (XLSX) Click here for additional data file.

S2 Table Differential expression analysis results showing 3617 differentially expressed genes (FDR corrected P < 0.05 and -1<logFC>1) between comparisons of -/-WT vs -/-C3S cells and basal vs oxidation treatments. Gene regulation discretised into 1 (up regulated), -1 (down-regulated and 0 (un-regulated).
(XLSX) Click here for additional data file.

S3 Table Differential gene regulation clustering analysis results showing 199 differentially expressed genes clustered into 10 patterns. (XLSX) Click here for additional data file.

S4 Table GO enrichment results for the 113 up-regulated genes. (XLSX) Click here for additional data file.

S5 Table GO enrichment results for the 86 down-regulated genes. (XLSX) Click here for additional data file.

S6 Table GO enrichment analysis results showing biological processes and their log(p-values) enriched by differentially expressed genes in each Stat3 oxidation responsive pattern (S3 Table). Patterns that do not show any GO enrichment are eliminated here.
(XLSX) Click here for additional data file.

S7 Table Stat3 gene sets used to generate Venn diagram in supplementary S4E Fig. (XLSX) Click here for additional data file.

S8 Table Genes with SIE (Stat3) binding sites and their positions in 3 kb upstream region from ATG. (XLSX) Click here for additional data file.

S9 Table Genes with HRE (Hif-1) and TRE (AP-1) binding sites and their positions in 3 kb upstream region from ATG. (XLSX) Click here for additional data file.

S10 Table Genes with ARE (Nrf2) binding sites and their positions in 3 kb upstream region from ATG. (XLSX) Click here for additional data file.

S1 File (DOCX) Click here for additional data file.

S1 Raw images Raw image files. (ZIP) Click here for additional data file.

# Supplementary material for: Stat3 oxidation-dependent regulation of gene expression impacts on developmental processes and involves cooperation with Hif-1α
**Source:** PLoS One. 2020 Dec 17;15(12):e0244255. doi: 10.1371/journal.pone.0244255
**Supplement:** S1 File

**S1 File**

**cDNA synthesis, library preparation and RNA sequencing**

RNA was enriched for mRNA, cDNA was synthesised and 8 barcoded directional RNAseq libraries were prepared using the NEBNext® Ultra™ Directional RNA Library Prep Kit (Illumina). Libraries were multiplexed into two lanes of Hiseq 2500 50bp rapid run to generate 220 million reads (Oxford Genomics Centre).

**Differential expression analysis**

Post sequencing, single fragment reads were trimmed against the sequencing library adaptor sequences using Scythe and low-quality bases were trimmed from the sequences using Sickle. Reads were aligned to mm10 reference genome using Tophat2 v2.0.10. Raw reads counts were normalised and differential expression analysis was performed using MATLAB’s RNAseq data analysis pipeline (<https://uk.mathworks.com/help/bioinfo/ug/identifying-differentially-expressed-genes-from-rna-seq-data.html>). Read count normalisation was performed in the following three steps: (i) generation of a pseudo-reference sample with counts obtained by considering the geometric mean of each gene across all samples (ii) estimation of size factors by taking the median of the ratios of observed counts to those of a pseudo-reference sample and (iii) transformation of observed counts to a common scale by dividing the observed counts in each sample by a corresponding size factor. Genes with a normalised read count of less than 10 in all samples combined were removed from further analyses. We inferred differential expression between two conditions for each comparison (-/-WT cells basal v oxidation treatments; -/- C3S cells basal v oxidation treatments; basal treatment -/-WT v -/-C3S and oxidation treatment -/-WT v -/-C3S) with a negative binomial model using ‘nbintest’ function with a null hypothesis that the two data samples come from distributions with equal means. The hypothesis testing was done by considering that the variance as the sum of shot noise term (mean) and a locally regressed non-parametric smooth function of the mean where counts are modelled according to the distribution proposed in [11]. The generated p-values were used corrected for multiple testing using Benjamini-Hochberg (BH) method [12]. Two-fold change (i.e. 1 logFC) and adjusted p-value < 0.05 cut-offs were used to obtain differentially expressed genes for further analysis.

**Differential gene regulation clustering and GO enrichment analysis**

We first discretised gene regulation information of each gene from aforementioned four pairwise comparisons into -1 (down-regulated), 1 (up-regulated) or 0 (un-regulated). For instance, in gene cluster -1,0,0,1, the first position attributes to comparison of oxidation v basal in -/-WT cells, the second position to comparison of -/-C3S v -/-WT cells under basal conditions, the third position to oxidation v basal in -/-C3S cells and the fourth position attributes to comparison of -/-C3S v -/-WT cells post oxidation (Fig 2C). In total 3617 genes were grouped into distinct 45 gene clusters, from which we then selected 10 clusters that showed Stat3 oxidation-responsive gene expression i.e. significant up- or down-regulation in control vs oxidation treatment in -/-WT cells with dis-regulation in -/- C3S cells and other comparisons. Next, we calculated functional enrichment for each of 10 clusters with the BiNGO tool [13] using hypergeometric tests and Benjamini-Hochberg multiple testing correction at FDR = 0.05 [12]. GO information and annotations for Mus Musculus were obtained from the GO database (www.geneontology.org; version downloaded on 08/11/2019). The whole annotation was used as the reference set for the GO enrichment analyses. Please note only 5 clusters resulted enrichment for at-least one GO term. The results are represented in Fig 3A and S6 Table.

**Promoter motif scan analysis**

We downloaded 3 kb FASTA sequences upstream of ‘ATG’ (on 23/02/2020) for 199 genes, which showed Stat3 oxidation-responsive expression, from mouse (GRCm38.p6) ensemble genome browser (https://www.ensembl.org/Mus_musculus/Info/Index). Highly conserved canonical motif sequences for Stat3 (‘TTCCNGGAA’), Hif-1 (‘RCGTG’), AP-1 (‘TGANTCA’) and Nrf2 (‘RTGANTCAGCA’) were obtained from previous reports [14-17]. We allowed up to two mismatches for Stat3 (either in the first or second half of sequence from ‘N’) and Nrf2 canonical sequences to generate combinations of motifs for scanning FASTA sequences.

**RNA extraction, cDNA synthesis and Taqman qRT-PCR**

MEFs untreated or treated with either 100 μM H_2_O_2_ for 1 h or 10 ng ml^-1^ LIF for 45 min were trypsinized and collected by centrifugation. Cells were homogenised and RNA purified using the Nucleospin RNA Kit (Macherey-Nagel). RNA was checked for quantity and quality using the Nanodrop 2000 (Thermo-Scientific) and RNA Nano BioAnalyzer chip (Agilent Technologies).

For gene sequences that do not allow primers to be designed across exon-exon junctions 1000 ng total RNA was enriched for mRNA using Dynabeads mRNA Purification Kit (Ambion by Life Technologies) prior to cDNA synthesis. For cDNA synthesis 500 ng of total RNA or mRNA eluted from Dynabeads was reverse transcribed using AffinityScript reverse transcriptase (Agilent Technologies) in a total reaction volume of 23 μl. Reactions were incubated at 25^O^C for 10 minutes, 50^0^C for 60 minutes and 70^0^C for 15 minutes to terminate the reaction. For genes with low expression (*Ndufs6*, *Kcnb1*, *Il17f, Asprv1,* *Aplnr*) a pre-amplification step was included prior to completion of Taqman assays.

Gene expression was quantified utilizing the relative standard curve method. Primers and probes were designed using Primer Express Software and synthesized by Eurofins Genomics (Germany). Gene expression data are presented as relative to *Hbs1l*.

**Primers and probes for Taqman qRT-PCR**

| **Gene** | **Forward primer** | **Reverse primer** | **TaqMan probe** |
| --- | --- | --- | --- |
| *Alkbh2* | 5-TCGTGAACAGGTACAAAGATGGTT-3 | 5-AGCCAGTTCTCGCTCGTCAT-3 | 5-CGACCACATCGGCGAGCACAGA-3 |
| *Ing4* | 5-GCGCACAAGTCCTGAGTATGG-3 | 5-ACAGGCATATCCAACACATCAGA-3 | 5-ATGCCCTCAGTGACCTTTGGCAGTGTC-3 |
| *Prdx2* | 5-ACCTGGCGTGGATCAATACC-3 | 5-CAAGCTTTTAGTCACGTCAGCAA-3 | 5-CTTGGGCCCCCTGAATATCCCTCTG-3 |
| *Sdhb* | 5-CGAAGATCTTGTAGAGAAGGCATCT-3 | 5-TGTGCACGCCAGAGTATTGC-3 | 5-CTCTTGCGCCATGAACATCAACGG-3 |
| *Trp53* | 5-CCACAGCGTGGTGGTACCT-3 | 5-TGTACTTGTAGTGGATGGTGGTATACTCA-3 | 5-AGCCACCCGAGGCCGGCT-3 |
| *Ndufs6* | 5-TTGTAGATCGTCAGAAAGAGGTGAAT-3 | 5- GCGGTGCTCCACCTCATT-3 | 5-TTGCCATTGATTTGATAGCACAACAGCC-3 |
| *Kcnb1* | 5-GCCATCATCTCCATCATGTTCA-3 | 5-GCTCTGTAGCTCAGGCAGTGTGT-3 | 5-TGTCCTCTCCACCATTGCCCTGTCAC-3 |
| *Alpnr* | 5-TTCTAGCTGTGCCTGTCATGGT-3 | 5-CACTGGATCTTGGTGCCATTT-3 | 5-TTCCGTTCCACAGACGCCTCGG-3 |
| *Il17f* | 5-TTCCAGAACCGCTCCAGTTC-3 | 5-CTGGGCCTCAGCGATCTCT-3 | 5-ATTACAACATCACTCGAGACCCCCACCG-3 |
| *Asprv1* | 5-AGCTGAAGGCCGAGTTTCTG-3 | 5-CGTCTGTGCCAATAATAGCCTCTT-3 | 5-TGGCCAACGCCAGCGCA-3 |
| *Hbs1l* | 5-CCCGAGAGCATGGCCTTT-3 | 5-TGCCAATTTACCTGATCCATCTT-3 | 5-TCCGATCTCTTGGAGTGACACAGCTTGC-3 |
| *Socs3* | 5-CCACCCTCCAGCATCTTTGT-3 | 5-CAGGCAGCTGGGTCACTTTC-3 | 5-ACTGTCAACGGCCACCTGGACTCCT-3 |

**Primers for chromatin immunoprecipitation**

| **Target** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Socs3* | 5’-CGCGCACAGCCTTTCAGTG | 5’-TTTACCCGGCCAGTACGCC |
| *c-fos* | 5’-TCTGCCTTTCCCGCCTCCCC | 5’-GGCCGTGGAAACCTGCTGA |
| *Kcnb1 P1i* | 5’-TTGACCGAAGCTTTCTCCTTTA | 5’-CTTGCTCTGGCCTGATAGTT |
| *Kcnb1 P1ii* | 5’-AGAGGTCAGAGGGAGAGAAG | 5’-GTTCCTTTGCACTGCATCAC |
| *Kcnb1 P1iii* | 5’-ATGGGAAAGCCTTACCTTGG | 5’-TGTGCGGTGTTAAGGAGTTA |
| *Kcnb1 P2i* | 5’-GGAGGAGAAAGAGAGGAGGA | 5’-TCTGCACCTCCTTGTGC |
| *Kcnb1 P2ii* | 5’-CACTAAAGAGAGAAAGAAAGT | 5’-GTGCTGAAACTCCCTGCG |
| *Kcnb1 P2iii* | 5’-TGAGCCGCTTAAGCCTTG | 5’-CAGCGAACCGTACTGTGA |

**Chromatin immunoprecipitation and high-throughput sequencing (ChIP-seq)**

Stat3 -/-WT and -/-C3S MEFs were plated at 1.5 x 10^6^ cells per 10 cm dish in full medium. Cells were incubated in medium supplemented with 0.5% FBS over night, then treated with LIF 10 ng ml^-1^ for 45 min) or peroxide (100 µM for 1 h). After cross-linking with formaldehyde (1%, 10 min) cells were harvested in a pre-lysis buffer (125 mM glycine, 1 mM EDTA, 1 mM PMSF) collected by centrifugation and stored at -80^o^C.

Cells were lysed in 200 µl ice-cold lysis buffer (50 mM Tris-HCl pH 8.0, 1% SDS, 10 mM EDTA, 1 x protease inhibitor cocktail [Roche]) or 10 min, diluted to 300 µl and sonicated to produce 300-400 bp DNA fragments. Samples were cleared by centrifugation and 10% of each preparation was set aside as input fraction. For immunoprecipitations, samples were pre-cleared with agarose beads (2 h at 4^o^C), diluted and divided into 2 fractions to which were added either α-Stat3 antibody (124H6 Cell Signalling) or mouse IgG (MFCD00212351, Sigma) as negative control, and incubated on a wheel at 4^o^C over night. Immune complexes were collected by incubation with protein-A sepharose beads (GE Healthcare) for 1 h and centrifugation. Beads were washed serially in buffers of increasing ionic strength and detergent concentration, complexes were eluted from the beads in bicarbonate and incubated at 65^o^C for 6 h to reverse crosslinks. Samples were treated with proteinase K and DNA was purified using a GeneJet purification kit.

ChIP-Seq libraries were prepared using the NEBNext Ultra DNA library Prep Kit for Illumina (NEB; E7370S) and NEBNext Multiplex Oligos for Illumina (NEB; E7335, E7710, E7730), following instructions in the application note: Low input ChIP-Seq using the NEBNext Ultra Library Prep Kit for Illumina (<https://international.neb.com/-/media/catalog/application-notes/low-input-chipseq-using-the-nebnext-ultra-library-prep-kit-for-illumina-e7442.pdf?rev=91023778031446d88ebc26b53d3b8b83)>. The input volume of sheared ChIP DNA was 27.5 µl and the workflow included the recommended size-selection step and 14 cycles of library amplification. Libraries were quantified using the Qubit Fluorometer and the Qubit dsDNA HS Assay Kit (ThermoFisher Scientific; Q32854) and library fragment-size distribution was assessed using the Agilent TapeStation 4200 and the High Sensitivity D1000- ScreenTape Assay (Agilent; 5067-5584, 5067-5585). Libraries were pooled in equimolar amounts and the final library pool was quantified using the KAPA Library Quantification Kit for Illumina Platforms (Roche; KK4824). Libraries were sequenced on the Illumina NextSeq 500 using a NextSeq 500 High Output v2.5 150 cycle kit (Illumina; 20024907) to generate over 20 million pairs of 75-bp paired-end reads per sample.

**Amalgamation of canonical Stat3 target genes**

Genes identified as Stat3-regulated in [1-9] were collected, gene names were converted to official murine gene symbols and duplicates were removed yielding a canonical Stat3 gene set (771 genes, see S7 Table).

**Statistical analyses used to compare gene sets.**

Hypergeometric tests completed using Phyper or GeneProf were used to compare Stat3 oxidation genes to canonical Stat3 gene targets or Stat3 targets identified via ChIP-Seq. A comparison of canonical Stat3 gene targets and Stat3 targets identified via ChIP-Seq was also performed. The population size used for each of these tests was 23,499, which equates to the number of genes in the UCSC RefGene file for annotation of mm10.

**Literature cited in supplementary information**

1. Paz K, Socci ND, van Nimwegen E, Viale A, Darnell JE. Transformation fingerprint: induced STAT3-C, v-Src and Ha-Ras cause small initial changes but similar established profiles in mRNA. Oncogene. 2004;23(52):8455-63.

2. Azare J, Leslie K, Al-Ahmadie H, Gerald W, Weinreb PH, Violette SM, et al. Constitutively activated Stat3 induces tumorigenesis and enhances cell motility of prostate epithelial cells through integrin beta 6. Mol Cell Biol. 2007;27(12):4444-53.

3. Dechow TN, Pedranzini L, Leitch A, Leslie K, Gerald WL, Linkov I, et al. Requirement of matrix metalloproteinase-9 for the transformation of human mammary epithelial cells by Stat3-C. Proc Natl Acad Sci USA. 2004;101(29):10602-7.

4. Clarkson RW, Boland MP, Kritikou EA, Lee JM, Freeman TC, Tiffen PG, et al. The genes induced by signal transducer and activators of transcription (STAT)3 and STAT5 in mammary epithelial cells define the roles of these STATs in mammary development. Mol Endocrinol. 2006;20(3):675-85.

5. Snyder M, Huang XY, Zhang JJ. Identification of novel direct Stat3 target genes for control of growth and differentiation. J Biol Chem. 2008;283(7):3791-8.

6. Alvarez JV, Febbo PG, Ramaswamy S, Loda M, Richardson A, Frank DA. Identification of a genetic signature of activated signal transducer and activator of transcription 3 in human tumors. Cancer Res. 2005;65(12):5054-62.

7. Demaria M, Giorgi C, Lebiedzinska M, Esposito G, D'Angeli L, Bartoli A, et al. A STAT3-mediated metabolic switch is involved in tumour transformation and STAT3 addiction. Aging. 2010;2(11):823-42.

8. Sekkaï D, Gruel G, Herry M, Moucadel V, Constantinescu SN, Albagli O, et al. Microarray analysis of LIF/Stat3 transcriptional targets in embryonic stem cells. Stem Cells. 2005;23(10):1634-42.

9. Vallania F, Schiavone D, Dewilde S, Pupo E, Garbay S, Calogero R, et al. Genome-wide discovery of functional transcription factor binding sites by comparative genomics: the case of Stat3. Proc Natl Acad Sci USA. 2009;106(13):5117-22. doi: 10.1073/pnas.0900473106.

10. Chen X, Xu H, Yuan P, Fang F, Huss M, Vega VB, et al. Integration of external signaling pathways with the core transcriptional network in embryonic stem cells. Cell. 2008;133(6):1106-17. doi: 10.1016/j.cell.2008.04.043.

11. Anders S, Huber W. Differential expression analysis for sequence count data. Genome Biol. 2010;11:R106. doi: 10.1186/gb-2010-11-10-r106.

12. Benjamini Y, Hochberg Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J R Statist Soc B. 1995;57(1):289-300.

13. Maere S, Heymans K, Kuiper M. BiNGO: A Cytoscape Plugin to Assess Overrepresentation of Gene Ontology Categories in Biological Networks. Bioinformatics. 2005;21(16):3448-9. doi: 10.1093/bioinformatics/bti551.

14. Ehret GB, Reichenbach P, Schindler U, Horvath CM, Fritz S, Nabholz M, et al. DNA binding specificity of different STAT proteins: Comparison of in vitro specificity with natural target sites. J Biol Chem. 2001;276(9):6675-88.

15. Schödel J, Oikonomopoulos S, Ragoussis J, Pugh CW, Ratcliffe PJ, Mole DR. High-resolution genome-wide mapping of HIF-binding sites by ChIP-seq. Blood. 2011;117(23):e207-17. doi: 10.1182/blood-2010-10-314427.

16. Angel P, Hattori K, Smeal T, Karin M. The jun proto-oncogene is positively autoregulated by its product, Jun/AP-1. Cell. 1988;55(5):875-85. doi: 10.1016/0092-8674(88)90143-2.

17. Malhotra D, Portales-Casamar E, Singh A, Srivastava S, Arenillas D, Happel C, et al. Global mapping of binding sites for Nrf2 identifies novel targets in cell survival response through ChIP-Seq profiling and network analysis. Nucleic Acids Res. 2010;38(17):5718-34. doi: 10.1093/nar/gkq212.

How the deposited data were processed for this re-analysis (not part of the article)

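Stat3 ChIP-seq in -/-WT and -/-C3S MEFs was analysed in 5 conditions with 2 replicates each: -/-WT basal, -/-WT with LIF, -/-WT with peroxide, -/-C3S basal and -/-C3S with peroxide. The authors mapped the reads to mm10, retained peaks with a read depth above that of IgG controls, called peaks on both replicates of a condition together and deposited a list of summits per condition in mm10 coordinates. The fifth column of each list is a score per summit as deposited by the authors, whose unit and peak caller the paper's text does not name. It was used only to describe and rank peaks within a list. The aligner, the handling of reads that map to several positions, the handling of duplicate reads and the use of a list of excluded regions are not named in the paper's text either, and each of them could change which peaks in repeats were called.

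Read counts, coverage tracks and the input DNA and IgG libraries were not used here. The files hold no depth, and the pooling of replicates before peak calling leaves no replicate error. All intervals are exact Clopper-Pearson 95% binomial intervals on counts of peaks or windows and cover counting error only. Tests between lists compare those lists and not the conditions. RNA-seq data, on which the paper's set of oxidant-responsive genes rests, were not analysed here. The 199 DE genes were taken from S3 Table, of which 187 matched a GENCODE gene by name and 10 by a RefSeq synonym, and 2 were not matched. S7 Table, of which the copy used here holds fewer genes than the paper gives, was not used for a test.

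All summits were within the chromosomes of GRCm38 (patch release 6), with which mm10 shares its coordinates, and were annotated with GENCODE M21. A summit was assigned to a promoter if it lay between 5 kb upstream and 0.5 kb downstream of any annotated start site, otherwise to an exon, an intron or intergenic sequence, in this order. The paper's text does not name its order of priority. Random positions for comparison were drawn over the same chromosomes. Motifs were searched as TTCCNGGAA (SIE), TGANTCA (AP-1), AGGNNNAGG and RCGTG (HRE) on both strands within 80 bp of the summit. Each peak had 10 control windows of the same width, centred 10 to 100 kb away and at least 1 kb from any summit. Shares in peak and control windows were compared with 2-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 20 pairs of motif and list. Peaks were counted as shared where summits lay within 200 bp, and the number shared by chance was taken from 1000 random placements. The presence of the same loci in 2 lists was compared with exact McNemar tests. Overlaps with the DE genes were tested with 1-sided hypergeometric tests. The repeat-masked share of a window is the share of its bases in lower case in the reference sequence.

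Near-identical copies of peak windows were counted with BLAST 2.17.0, as matches of at least 95% identity over 60% of the window elsewhere in the primary assembly, for the recurrent loci and for 3 of the control windows of each. Similarity between windows of different lists was counted at 90% identity over 60% of the window. The other computations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and matplotlib 3.10.9 for the plots.

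The motif and overlap counts were tested on simulated data: motifs planted in 30% of windows were past an unadjusted p of 0.05 in 20 of 20 tests, with 2564 of 2564 planted sites found. With nothing planted, 2 of 20 tests had an unadjusted p under 0.05 and the smallest adjusted p was 0.406. For a list of the size of the -/-WT peroxide list with overlaps planted in 40% of its peaks, 180 of 180 were found, and 0 without planting.

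Genes to be named were fixed before the data were examined, as were all 42 alternatives: the genes the paper names for its ChIP experiments or its qRT-PCR checks, the genes nearest to the 10 highest-scoring LIF peaks and to the 3 highest-scoring peaks of each other list, and the DE genes with a promoter peak. A gene that the rule covers is not reported here. The alternatives were other widths of the promoter and motif windows, protein-coding genes only, the higher-scoring peaks of each list, control windows matched on GC content within 2 percentage points, mismatches in the SIE, other distances for shared peaks, other populations for the overlap with the DE genes, chromosomes 1 to 19, X and Y only, and merging of summits within 500 bp. The populations for the DE genes with a promoter peak, 2 alternatives in number, were added after the data were examined. With 1 list per condition, no replicate could be left out.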

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

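The tests of explanations in this part were chosen after the share of LIF peaks with an HRE was seen, but before their own values were known. The motif itself and its control windows were fixed beforehand.

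A hypoxia response element (HRE, RCGTG, the motif bound by Hif-1) was found within 80 bp of 25.8% of the 1088 LIF peaks (95% interval 23.2 to 28.5%) and of 14.2% of their control windows (odds ratio 2.11, adjusted p = 9.98e-21, 2-sided Fisher's exact test with Benjamini-Hochberg adjustment). The paper searched its LIF peaks by motif discovery with MEME and names the SIE and AP-1 as the only motifs enriched there, and it counted HREs at gene promoters. A count of a fixed short motif against control windows, as here, is another measure than motif discovery. The excess held within 50 bp of the summits (17.2% against 9.12%, adjusted p = 2.17e-14, same exact test) and against windows matched on GC content (25.8% against 17.4%, adjusted p = 2.26e-10), which argues against GC content as the whole cause. The excess was larger at the LIF peaks in promoter windows (36.1% against 14.5% of their control windows, odds ratio 3.33) than at those outside (19.3% against 14.0%, odds ratio 1.48, p = 0.000266, 2-sided Fisher's exact test), although the difference between these was not tested. Location in promoters is argued against as the whole cause by the excess outside them, and within them by windows at the same distance from random start sites of the same gene type, of which 22.3% had an HRE (p = 1.25e-09, same exact test). It may account for part of the excess, since that share is above the 14.5% of the nearby control windows. CpG content stays open and may account for the excess: RCGTG contains a CpG, and random windows with the same number of CpG dinucleotides as the LIF peaks had an HRE in 25.0% of cases, so that the difference from the peaks was no longer past the threshold (odds ratio 1.04, p = 0.557 from the exact test). A role of Hif-1 at these sites was not tested, and with 1 list per condition a difference between LIF and basal cells in HRE use was not tested either.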

How the results depend on the processing

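The other populations for the DE gene promoters were chosen after the data were seen, and no other test in this part was. No paired analysis was possible because the authors called peaks on both replicates of each condition together, so that no replicate-level value remains to pair or to leave out.

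Of the 179 recomputed values for 54 results, 140 kept their direction and their side of the threshold, or stayed within the counting interval where there was no test. The others were 13 that passed the threshold only under the alternative, 7 that moved beyond the counting interval, 5 that had a direction under only 1 of the settings compared, 3 that lost significance and 11 that changed direction. No result that changed direction was past the threshold under either setting. The numbers of peaks, the SIE and AP-1 shares of the LIF list and its excess of promoters over the other lists were among the results that held under all alternatives run for them.

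With promoters as 1 kb either side of start sites, the LIF list had 28.9% of its summits in promoters and 33% in intergenic sequence, and with protein-coding genes only, 30.9% and 39.2%. These shifts follow from the narrower window and the smaller annotation. With up to 2 mismatches in the SIE, by Fisher's exact test, the deficit of sites against control windows passed the threshold in the -/-WT peroxide (26.4%, adjusted p = 0.0173) and -/-C3S peroxide (22.4%, adjusted p = 0.0375) lists. Within 200 bp of the summits, by the same exact test, deficits of AGGNNNAGG passed it for -/-WT basal (13.0%, adjusted p = 0.00097) and -/-C3S peroxide (15.2%, adjusted p = 0.0173), and excesses of HREs for -/-WT basal (24.3% against 16.9%, adjusted p = 0.0173), -/-WT peroxide (22% against 17.5%, adjusted p = 0.0447) and -/-C3S basal (26.9% against 16.7%, adjusted p = 0.0133). Against windows matched on GC content, the AGGNNNAGG deficit passed it for -/-WT basal (5.65% against 12.7%), LIF (16.2% against 21.0%) and -/-C3S peroxide (6.73% against 12.1%). The cause was not tested for these, although wider windows hold more sites.

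The changes of direction were as follows. The SIE share of the -/-WT basal list, above its control windows with the exact consensus (0.435% against 0.261%), was below them with windows matched on GC content (0.435% against 0.478%) and with up to 1 mismatch (6.52% against 8.09%) or 2 mismatches (26.1% against 31.0%). Within 200 bp, shares that had been below the control windows were above them for the SIE in -/-WT peroxide (1.11% against 0.956%), AGGNNNAGG in LIF (37.7% against 36.0%) and the HRE in -/-C3S peroxide (20.6% against 18.3%). The HRE share of -/-WT peroxide fell below its controls with windows matched on GC content (8.67% against 10.1%) and among the higher-scoring peaks (6.67% against 6.76%), and that of the higher-scoring -/-C3S peroxide peaks rose above (8.93% against 7.14%). With windows of 10 kb, 1 DE gene had a -/-C3S basal peak, above the 0.171 expected. With up to 1 mismatch, the SIE share of the higher-scoring less the lower-scoring -/-WT basal peaks went from 0.870 to -2.61 percentage points. With the exact consensus, the same difference was 0 in the -/-WT peroxide, -/-C3S basal and -/-C3S peroxide lists. With up to 1 mismatch it became -0.889, 2.53 and 0.837, respectively. Within 200 bp, the SIE share of -/-WT basal (0.870%) and the AP-1 share of -/-C3S peroxide (10.8%) equalled those of their control windows. The cause was not tested.

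The odds ratio of AP-1 with an SIE over all LIF peaks passed the threshold with up to 1 mismatch in the SIE (0.713, exact p = 0.027) and within 200 bp (0.663, p = 0.0203), as did that in promoters within 200 bp (0.382, p = 0.00567). In each, AP-1 was less frequent at LIF peaks with an SIE than at LIF peaks without. The cause was not tested.

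Among the higher-scoring -/-WT peroxide peaks, the shares found in the -/-WT basal (33.3%), -/-C3S basal (18.7%) and -/-C3S peroxide (24%) lists were larger than over all peaks. The overlap of 11 genes between the LIF and DE genes lost significance with the paper's population of 23499 genes (p = 0.186). In that setting the LIF genes were drawn from all 55413 annotated genes and not from that population, so that list and population were unmatched. With both limited to 21938 protein-coding genes, 18 genes were shared (exact p = 0.000477). The hypergeometric test takes every gene as equally likely to be nearest to a peak. Random placements of the peaks do not, and gave 5.79 genes by chance in place of 3.39 (permutation p = 0.023). The 18 genes were not tested in that way, so that their p-value may be too small. The 6 DE genes with a LIF promoter peak were no longer more than chance with protein-coding genes only (6 genes, 3.01 expected, exact p = 0.0824) or with the population of 23499 genes, unmatched to the list as before (6 genes, 4.26 expected, exact p = 0.255). With all annotated genes, the excess kept its side of the threshold in windows of 1 kb (5 genes, 1.31 expected, exact p = 0.0106). It also did so in windows of 10 kb (11 genes, 3.49 expected, exact p = 0.000851).

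The depth of the libraries is not in the files, so that its effect on the number of peaks in any list was not measured. The small lists limit what they can exclude: 0 of 145 -/-C3S basal peaks with an SIE allows a share of up to 2.51%.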

Differences from the paper's values

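No comparison in this part was chosen after its result was seen, and the windows matched on CpG number were chosen after the share of LIF peaks with an HRE was known. The paper's share of LIF peaks in promoters is 20%, and the value here was 38.7%. Of the alternatives set before the data were examined, promoters as 1 kb either side of start sites gave 28.9%, which is within 1.5 times the paper's value, while protein-coding genes only (30.9%) and the higher-scoring peaks (41.3%) did not close the gap.

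For the SIE at LIF peaks, the paper's number is 1056 sites from motif discovery, and 166 peaks with an exact TTCCNGGAA were found here. These are not the same measure, since a motif found by MEME allows mismatches and a peak can hold more than 1 site. With up to 1 mismatch, 725 peaks, and with up to 2 mismatches, 950 peaks had a site, both within 1.5 times the paper's value. Windows of 50 bp (144 peaks) or 200 bp (192 peaks) and the higher-scoring peaks (106 peaks) did not close the gap. The number of LIF peaks with an AP-1 site (252, the paper's 241) and the number of genes (953, the paper's 927) were close to the paper's.

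The paper states that AP-1 was the only motif besides the SIE that motif discovery found enriched at LIF peaks. Here the HRE was at 25.8% of them and at 14.2% of their control windows, and at 25.0% of windows with the same number of CpG dinucleotides. A count of a fixed motif is not the same measure as motif discovery.

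The paper states that the genes of LIF peaks do not overlap significantly with the oxidant-responsive DE genes. Here the overlap of 11 genes had p = 0.000667 with all annotated genes as the population, and p = 0.186 with the paper's population of 23499 genes, which is the setting that gives the paper's result. In that setting the 953 genes were still taken from all 55413 annotated genes and not from the paper's 23499, so that list and population were not matched. The overlap was 18 genes (p = 0.000477) with protein-coding genes only, 11 (p = 0.000326) with start sites within 50 kb, and 11 (permutation p = 0.023) against random placements of the peaks, none of which gave it. The placements, which alone do not take every gene as equally likely to be nearest, gave the largest p-value of these.

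The paper states that many peaks of unstimulated cells bear AGG-like sequences. The exact motif AGGNNNAGG was at 5.65% of them and at 9.74% of their control windows.

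The paper states that TREs and SIEs go together at LIF-inducible promoters. In LIF peaks within promoters the odds ratio of the sites occurring in the same peak was 0.539 (Fisher's exact test, p = 0.156), although each was more frequent than in control windows, at 15.7% and 16.9% of the peaks. With up to 1 mismatch in the SIE, the odds ratio over LIF promoter peaks was 0.806. Whole promoter sequences were not searched here, and peaks with both sites were not compared with control windows.

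The paper describes peaks of peroxide-treated cells as present in peroxide-treated -/-C3S and unstimulated cells, and as nearly the same as those of untreated controls. By called peaks, 61 of the 343 -/-WT peroxide peaks absent from the -/-WT basal list were in a -/-C3S list, and 46.5% of the -/-WT basal peaks were in the -/-WT peroxide list. The paper compares read tracks in S4F Fig, which were not analysed here.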

Other observations

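The tests chosen after the results were seen are those of depth and of library preparation for the peaks missing from the LIF list, of 1 repeat family for the peroxide peaks, of repeats for AGGNNNAGG and of HREs at most peroxide peaks, as is the explanation by chromosome copies as it stands here, since it was first read as excluded. The windows matched on GC content were set beforehand, and only their use as a test of the AGGNNNAGG deficit came after. A first version of the AGGNNNAGG test, with repeat-masked bases hidden, was set aside as void after its values were seen, because it left almost no sequence in the peak windows.

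The peaks of the 4 lists other than LIF recurred in one another and lay mostly in repeats. Of 764 loci in these lists, 201 were in at least 2 of them, of which 136 (67.7%) were intergenic. In these recurrent windows 99.5% of the bases were repeat-masked, against 41.0% in their control windows (difference 58.5 percentage points, permutation p = 1e-05, the smallest that the permutations can give). At least 1 copy of 95% identity elsewhere in the genome was found for 200 of the 201 windows (99.5%, 95% interval 97.3 to 100%) and for 24.7% of their control windows (21.3 to 28.4%, p = 7.33e-91, 2-sided Fisher's exact test). The recurrent windows had a median of 12769 copies. Most windows also resembled each other: 95.2% of the -/-WT basal, 97.6% of the -/-WT peroxide, 86.9% of the -/-C3S basal and 97.3% of the -/-C3S peroxide peaks matched another window of these lists at 90% identity at least 500 bp away, against 0.551% of LIF peaks among themselves. The most frequent sequence of 20 bp in these windows, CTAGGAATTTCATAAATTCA, was in 46 of the 1048 windows, in 0 LIF windows and at 33722 places in GRCm38. A candidate explanation is that reads of a large repeat family were assigned to single copies of it and called as peaks. Whether the mapping, the amount of such DNA in the libraries or binding of Stat3 to the repeats gave rise to them was not tested, since the reads were not analysed here.

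The LIF list held 2 of the 201 recurrent loci. As these were chosen for their presence in the other lists, each of the 4 lists was left out of the choice in turn, and the loci in at least 2 of the remaining 3 were looked up in the list left out and in the LIF list. The -/-WT basal list held 43.9% of 123 such loci, the -/-WT peroxide list 65.3% of 95, the -/-C3S basal list 27.3% of 165 and the -/-C3S peroxide list 35.8% of 151, whereas the LIF list held between 0.813 and 1.32% of the same loci (exact McNemar tests, the largest p being 2.61e-12). Depth is argued against as the cause, since the paper gives the LIF libraries more reads than the others. A different preparation or processing of the LIF libraries stays open: 3.03% of the LIF windows were mostly repeat-masked against 23.4% of their control windows, which a filter on reads with several map positions in these libraries could give, but LIF binding to unique promoters and enhancers could give a low share too. The treatment and the libraries cannot be told apart, because LIF was given in these libraries and in no others. The deposited lists retain at most 96.8% of the numbered LIF peaks and 39.6 to 55.2% of those of the other lists.

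Most -/-WT peroxide peaks (343 of 450) were absent from the -/-WT basal list. A position near the calling threshold may explain part of this: the absent peaks had a median score of 10.6 against 15.1 for the shared ones (permutation p = 0.0001, the smallest that 10000 permutations can give), and the shared fraction was 15.2% among the 112 peaks with the lowest scores and 39.8% (30.7 to 49.5%) among the 113 with the highest. Most of the latter were nonetheless absent from the basal list. The placement of reads of 1 repeat family at different copies is a further candidate explanation, as the windows of 321 of the 343 absent peaks (93.6%, 90.4 to 95.9%) matched a basal window elsewhere in the genome at 90% identity, against 10.4% of control windows (p = 1.01e-186, 2-sided Fisher's exact test). An effect of peroxide on binding was not tested, since neither list has a replicate.

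Whether depth gave the difference between the LIF and -/-WT basal lists stays open. The 230 highest-scoring LIF peaks, as many as the basal list holds, had a consensus SIE in 17.8% of cases (13.1 to 23.4%) against 0.435% of basal peaks (p = 3.02e-12, 2-sided Fisher's exact test). Of the basal peaks, 226 lay mostly in repeats. Their SIE share could thus be low at any depth, and this compares kinds of peaks as well as conditions. The basal peaks found in the LIF list were those at Stat3, Osmr and Junb, which ranked 1, 2 and 5 there.

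LIF peaks were unevenly spread over the chromosomes. Chromosome 10 had 128 LIF peaks where 51.1 were expected from its protein-coding genes, chromosome 15 had 96 (39.3 expected) and chromosome 18 had 57 (25.7 expected), while chromosome 7 had 38 (101 expected), chromosome 14 had 17 (45.1 expected) and the X chromosome 7 (47.4 expected). Gene density and the number of SIEs are argued against as the whole cause, since the chi-square per degree of freedom was 21.9 against protein-coding genes and 18.2 against consensus SIEs (simulated p = 1e-05 for both, the smallest that the simulations can give). The other 4 lists departed less from protein-coding genes, with a chi-square per degree of freedom from 2.24 for -/-C3S peroxide (simulated p = 0.00187) to 3.69 for -/-WT peroxide (simulated p = 1e-05, the smallest). Against chromosome length the chi-square per degree of freedom was 18.3 for LIF (simulated p = 1e-05, the smallest), and between 0.744 for -/-C3S peroxide (simulated p = 0.777) and 1.30 for -/-C3S basal (simulated p = 0.169) for the other lists. The larger LIF list also gives larger values for the same relative departure. Extra or missing chromosome copies in the -/-WT MEFs could give such a pattern, but neither relation predicted from them was seen. Across 20 chromosomes, LIF peaks over expected had a Pearson's r of -0.240 (permutation p = 0.31; Spearman's rho -0.179, p = 0.449) with the -/-WT basal and peroxide peaks per Mb, and of 0.0264 (p = 0.909; rho 0.0783, p = 0.74) with the median LIF score. Both of these relations were computed in the same family, and neither would pass an adjustment. Without the 2 chromosomes farthest from the median, r was -0.197 and 0.116. This stays open, because the basal and peroxide peaks lie in repeats with copies on many chromosomes and cannot report copy number, and because a threshold on peaks leaves the median score little room to follow it. No biological explanation was tested.

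Peaks of the -/-WT peroxide list held AGGNNNAGG less often (4.89%) than nearby control windows. GC content is argued against as the cause, since 12.0% of the windows matched on it had the motif. Repeats in general are argued against as well: random genome windows with at least 90% of their bases masked had it in 12.5% of cases (p = 2.19e-07, 2-sided Fisher's exact test). The sequence of the particular repeats in these lists stays open as an explanation and was not tested.

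The paper reports that oxidant-responsive genes depend on Hif-1, while -/-WT peroxide peaks lie elsewhere. The hypothesis that Hif-1 brings Stat3 to HREs at most of these peaks is argued against, since 8.67% of them (6.24 to 11.7%) had an HRE within 80 bp, against 7.76% of control windows (adjusted p = 0.656, 2-sided Fisher's exact test). Within 200 bp the shares were 22% and 17.5% (adjusted p = 0.0447, same exact test), so that a small number of such sites is not excluded, although the -/-WT basal list had a like excess (24.3% against 16.9%).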
